# Transcriptional Responses of *Herbaspirillum seropedicae* to Environmental Phosphate Concentration

**DOI:** 10.3389/fmicb.2021.666277

**Published:** 2021-06-10

**Authors:** Mariana Grillo-Puertas, Josefina M. Villegas, Vânia C. S. Pankievicz, Michelle Z. Tadra-Sfeir, Francisco J. Teles Mota, Elvira M. Hebert, Liziane Brusamarello-Santos, Raul O. Pedraza, Fabio O. Pedrosa, Viviana A. Rapisarda, Emanuel M. Souza

**Keywords:** *Herbaspirillum seropedicae*, polyphosphate, adhesion, phosphate, plant-microbe interaction

## Abstract

*Herbaspirillum seropedicae* is a nitrogen-fixing endophytic bacterium associated with important cereal crops, which promotes plant growth, increasing their productivity. The understanding of the physiological responses of this bacterium to different concentrations of prevailing nutrients as phosphate (Pi) is scarce. In some bacteria, culture media Pi concentration modulates the levels of intracellular polyphosphate (polyP), modifying their cellular fitness. Here, global changes of *H. seropedicae* SmR1 were evaluated in response to environmental Pi concentrations, based on differential intracellular polyP levels. Cells grown in high-Pi medium (50 mM) maintained high polyP levels in stationary phase, while those grown in sufficient Pi medium (5 mM) degraded it. Through a RNA-seq approach, comparison of transcriptional profiles of *H. seropedicae* cultures revealed that 670 genes were differentially expressed between both Pi growth conditions, with 57% repressed and 43% induced in the high Pi condition. Molecular and physiological analyses revealed that aspects related to Pi metabolism, biosynthesis of flagella and chemotaxis, energy production, and polyhydroxybutyrate metabolism were induced in the high-Pi condition, while those involved in adhesion and stress response were repressed. The present study demonstrated that variations in environmental Pi concentration affect *H. seropedicae* traits related to survival and other important physiological characteristics. Since environmental conditions can influence the effectiveness of the plant growth-promoting bacteria, enhancement of bacterial robustness to withstand different stressful situations is an interesting challenge. The obtained data could serve not only to understand the bacterial behavior in respect to changes in rhizospheric Pi gradients but also as a base to design strategies to improve different bacterial features focusing on biotechnological and/or agricultural purposes.

## Introduction

Beneficial plant–bacteria interactions promote plant growth and development. Plant growth-promoting bacteria (PGPB) represent a promising alternative to be used as biofertilizer and biocontrol agent, due to their ability to fix atmospheric N_2_, solubilize minerals, and produce phytohormones and siderophores (Bhattacharyya and Jha, 2012). Environmental conditions before, during, and after plant inoculation can influence the effectiveness of the PGPB (Berney et al., 2006; Baldani et al., 2014). It is well known that bacteria are influenced by the soil conditions including temperature, moisture, and chemicals (Glick et al., 1999). Data regarding concentration of phosphorus in the soil solution are scarce and inconsistent. An adequate phosphate (Pi) supply is a challenge for many bacteria in soil, where the level of free Pi can be affected by the pH-dependent formation of precipitates (Bagyaraj et al., 2000; Matula, 2011). Pi concentration in soil produces changes in microbial community composition (Leff et al., 2015; Fabiañska et al., 2018). In addition, Pi availability influences the plant–microbe interaction along the mutualism process (Hiruma et al., 2016).

Pi is an essential constituent of all living organisms. Biomolecules containing Pi participate in a wide range of cellular activities, including processing of cellular information, energy metabolism, signaling, regulation of protein activity, and maintenance of acid–base homeostasis (Devine, 2018). In bacteria, the mechanism that senses and responds to Pi limitation involves the high-affinity phosphate-specific transport (Pst) system, in combination with the two-component signaling system, PhoR–PhoB, collectively known as the phosphate regulon (Pho regulon) (Hsieh and Wanner, 2010). The most common genes of the Pho regulon encode extracellular enzymes capable of obtaining Pi from organic phosphates, Pi-specific transporters, and enzymes involved in nutrient storage processes (Rao and Torriani, 1990; Santos-Beneit et al., 2008; Hsieh and Wanner, 2010). The Pho regulon not only is a regulatory circuit of Pi homeostasis but also plays an important adaptive role in bacterial stress and virulence (Chekabab et al., 2014).

Microorganisms store Pi in the form of polyphosphate (polyP), a linear polymer of Pi with a chain length of 1,000 residues or more. Besides its function as a storage compound, polyP is involved in stress response (e.g., starvation, acid, or oxidative stresses) virulence, motility, or biofilm formation, among other physiological processes (Grillo-Puertas et al., 2012, 2014, 2015, 2018; Gray and Jakob, 2015; Albi and Serrano, 2016). It has been described in several bacteria that variations in environmental Pi concentrations can modulate intracellular polyP levels, affecting bacterial physiology (Schurig-Briccio et al., 2009a; Grillo-Puertas et al., 2012, 2014, 2015, 2016, 2018; Correa-Deza et al., 2017). Indeed, *Escherichia coli* K-12 cells maintained a high polyP level during the stationary phase in the presence of a high Pi concentration (>25–37 mM). High polyP levels were correlated to protection against oxidative stress, inhibition of biofilm formation, and tolerance to copper salts (Schurig-Briccio et al., 2009b; Grillo-Puertas et al., 2012, 2015). In the PGPB *Gluconacetobacter diazotrophicus*, variations in media Pi concentration modulated the intracellular polyP levels, affecting its survival, environmental stress tolerance, biofilm formation capacity, and competence as a promoter of strawberry plant growth (Grillo-Puertas et al., 2018).

*Herbaspirillum seropedicae* is a diazotrophic endophytic PGPB that colonizes several crops, such as rice (*Oryza sativa*), maize (*Zea mays*), sorghum (*Sorghum bicolor*), and sugarcane (*Saccharum officinarum*). Within the *H. seropedicae* genome, four genes coding for polyP-related proteins were found: *Hsero_1254* (*ppk1*), *Hsero_3790* (*ppk2*), and *Hsero_4359*, encoding enzymes involved in polyP synthesis, and *Hsero_1891* (*ppx*), coding for an exopolyphosphatase (Pedrosa et al., 2011). Here, the global changes of *H. seropedicae* SmR1 in response to environmental Pi conditions, based on differential intracellular polyP levels, were evaluated through RNA-seq along with physiological experiments. Our results provide valuable insights into the *H. seropedicae* gene expression upon differential Pi conditions, and allowed to assess its role in several adaptive pathways.

## Materials and Methods

### Bacterial Strain, Culture Media, and Growth Conditions

*H. seropedicae* strain SmR1 (Souza et al., 2000) was routinely grown at 30°C with 120 rpm in NFbHPN-malate medium (Pedrosa and Yates, 1984; Klassen et al., 1997) supplemented with 80 μg ml^–1^ of streptomycin. NFbHPN containing 50 mM potassium phosphate buffer was denoted here as NFb50 medium. Also, NFbHPN-malate was prepared with a reduced Pi concentration of 5 mM and defined as NFb5 medium. Growth curves were performed in both media at 30°C for 24 h. Aliquots were taken at different time intervals to measure CFU ml^–1^ and absorbance at 600 nm.

### Measurement of PolyP Levels

Intracellular polyP was measured in cell suspensions using a DAPI (4’,6-diamidino-2-phenylindole)-based fluorescence approach (Aschar-Sobbi et al., 2008). Briefly, cells were grown in NFb5 or NFb50 media at 30°C for 24 h. Cell suspensions were washed and resuspended in buffer T (100 mM Tris–HCl, pH 7.5) at an A_600 nm_ = 0.02. For cell permeabilization, 15 μl of 0.1% SDS and chloroform were added. Finally, 17 μM DAPI (Sigma) was added to cuvettes. After stirring for 5 min at 37°C, the DAPI fluorescence spectra (excitation, 415 nm; emission, from 445 to 650 nm) were recorded using an ISS PCI spectrofluorometer (SS Inc., Champaign, IL). Fluorescence (expressed as arbitrary units) of the DAPI–polyP complex at 550 nm was used as a measure of the intracellular polyP level, since fluorescence emissions from free DAPI and DAPI-DNA are minimal at this wavelength (Aschar-Sobbi et al., 2008).

### Transcriptome Profiling RNA-Seq Design and Analyses

*H. seropedicae* SmR1 cells were grown in NFb5 or NFb50 media and harvested after 9 h of growth with a cell density corresponding to an A_600 nm_ ∼ 0.8 for both conditions. Three independent samples (biological replicates) of each condition were used to construct six sequencing libraries. Bacterial samples were taken, and total RNA was isolated using TRI Reagent (Sigma) followed by chloroform extraction as recommended by the manufacturer. Samples were treated with DNaseI (Ambion) and the RNA was quantified with a NanoDrop Spectrophotometer (THERMO Scientific) and gel electrophoresis. The ribosomal RNA was depleted using Ribo-Zero rRNA Removal Kit-Gram-Negative Bacteria (Illumina). The whole transcriptome libraries were constructed using the Ion total RNA-seq Kit v2 (Thermo Fisher Scientific), barcode with Ion Xpress^TM^ Barcode Adapters, following the manufacturer instructions. The libraries were amplified and enriched using the Ion PI Hi-QTM OT2 200 Kit, and sequenced with the Ion PI Hi-QTM Sequencing 200 kit on an Ion PITM Chip Kit v3. Obtained sequences were trimmed, mapped, and analyzed using CLC Genomics Workbench 7.5.1 (Qiagen) against the *H. seropedicae* SmR1 genome (NC_014323). The following parameters were used: reads were trimmed to a minimum of 40 bp, 90% alignment to the reference sequence and 80% identity required for inclusion as a mapped read, number of hits equal to 1, and number of additional bases downstream and upstream of the CDS equal to 50 bp. A gene was considered to be expressed with a read coverage equal to or higher than threefold and differentially expressed when the normalized RPKM (reads per kilobase per million mapped reads) value was twofold higher in NFb50 compared to NFb5 medium and with a *p* ≤ 0.05. Differential gene expression was accessed using the DESeq2 package, which is based on a negative binomial distribution analysis (Love et al., 2014). Those genes with a RPKM log_2_fold change ≥ 1 and *p* ≤ 0.05 were considered differentially regulated. Some genes with fold changes marginally lower than 2.0-fold were also considered regulated, if neighborhood analysis suggested that they are part of a pathway with genes regulated according to the previous criteria. Differential expression values in the text, tables, and figures are shown as fold change.

### Quantitative Reverse Transcription Real-Time PCR

In order to confirm differential expression in the RNA-seq profiling, quantitative reverse transcription real-time PCR was performed on selected targets. Briefly, 2 μg of RNA extracted from *H. seropedicae* as described previously was used to synthesize cDNA using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and quantified in triplicate using the Power SYBR-Green PCR MasterMix on a Step-One Plus Real Time-PCR System (Applied Biosystems). The PrimerQuest Tool of Integrated DNA Technologies^®^ was used to design qPCR primers, as listed in Table 1. Primer efficiency was calculated through cDNA dilution curve over at least five orders of magnitude. The 16S rRNA gene was used as internal control, and the relative gene expression was determined using the 2^–ΔΔCt^ method (Livak and Schmittgen, 2001).

**TABLE 1:** Primers used for qPCR.

Primers	Sequence 5′–3′	Target	Reference
FlhA-f	GAAATTCGCCCAGGAAGT	*flhA*	This work
FlhA-r	CCCTTCAGAGTAATGCGATAG	*flhA*	This work
CheD-f	CTTCGCATCCTACGTCTATC	*cheD*	This work
CheD-r	CTCGCCGGTATAGAAATACTC	*cheD*	This work
RfbD-f	CGATGAAGAGTTCCGGATTG	*rfbD*	This work
RfbD-r	GTCTTCGTACATTGCCTCTATC	*rfbD*	This work
16S-f	AAGCCTACCAAGGCGACGACGAT	*16S*	This work
16S-r	AGGAGTCTGGGCCGTGTCT	*16S*	This work

**Primers were designed using The PrimerQuest Tool of Integrated DNA Technologies^®^.**

### Determination of Alkaline Phosphatase Activity

Alkaline phosphatase (AP) is an enzyme encoded by *phoA*, a Pho regulon member in several bacteria (Wanner and Latterell, 1980; Lamarche et al., 2005, 2008). AP activity was determined using the chromogenic substrate *p*-nitrophenylphosphate (pNPP), according to a previously described method (Lamarche et al., 2005) with modifications. Briefly, cells were grown at 30°C in the indicated media and aliquots were extracted at different times. For permeabilization, cells were resuspended at an A_600 nm_ = 0.5 in 1 M Tris–HCl buffer (pH 8) to a final volume of 1 ml with the addition of 30 μl of 0.1% SDS and 30 μl of chloroform and incubated for 30 min at room temperature. Permeabilized cells were incubated with 2 mM pNPP (Sigma) at 37°C for 20 min or up to color development. Absorbance at 405 and 550 nm was determined. AP activity was calculated with the following equation, where *t* is the reaction time in minutes:

$$\text{AP}\;\text{activity}\;=\;{\text{A}}_{450\text{nm}}/(\text{t}\;\times \;{\text{A}}_{550\text{nm}}).$$

### Pi Solubilization Assay

For Pi solubilization assay, cells were first grown in M1 liquid medium (Gupta et al., 1999). After 24 h of incubation at 30°C and 150 rpm, cells were harvested by centrifugation (10,000 rpm; 5 min). The pellet was washed twice and resuspended in 0.9% NaCl solution (w/v) to an A_600 nm_ = 0.3. Aliquots of 10 μl were placed in NBRIP plates containing 5 g L^–1^ tricalcium phosphate [Ca_3_(PO_4_)_2_] (Nautiyal, 1999), and NBRIP was supplemented with 5 or 50 mM Pi buffer (denoted as NBRIP+5 or NBRIP+50, respectively). After incubation at 30°C for 72 h, the solubilization index (SI) was determined as previously described by Edi–Premono et al. (1996). A positive reaction was determined as the presence of clear halos around the colonies.

### Motility and Chemotaxis Assays

Overnight NFb50 cultures were washed and resuspended in fresh NFb5 medium to an A_600 nm_ = 0.1. Motility was evaluated according to Ulett et al. (2006) with modifications. A cell suspension was spotted onto the center of a NFb5 or NFb50 0.3% agar plates, using a sterile toothpick for inoculation. Plates were incubated at 30°C for 48 h, and swimming motility was determined by measuring diameters of growth. Data are expressed in centimeters as the mean diameter of movement for four independent experiments. Chemotaxis was evaluated by measuring the distance of the bacterial growth from the spot to the edge of the halo in the direction of chemical stimuli (malate, glucose, salicylic acid, shikimic acid, and root exudates) in 0.3% agar plates containing 0.9% NaCl without a carbon source, after 48 h at 30°C. Inoculation point was 1.5 cm away from the attractants. Solutions of 4% malate or glucose and 75 μg ml^–1^ shikimic or salicylic acids were used. For root exudates, a filter disc containing exudates from germinated maize seeds were placed on the plates.

### Quantification of Biofilm Formation

Biofilm formation was assayed by growing cells on polystyrene microtiter plates and stained with crystal violet solution (O’Toole and Kolter, 1998). Overnight cultures in the NFb50 medium were diluted to an A_600 nm_ = 0.1 with fresh NFb5 or NFb50 media. Two hundred microliters of cells were grown in a 96-well microtiter plate under static conditions at 30°C for 48 h. Then, unattached cells were removed by washing the plates with deionized water. Two hundred microliters of 0.1% crystal violet solution were added to each well, and plates were incubated at room temperature for 15 min. Then, wells were rinsed three times with water. The absorbed crystal violet was extracted with 200 μl of 95% ethanol, and A_595 nm_ was measured (Spectra MaxPlus384 Absorbance Microplate Reader, United States).

### Maize Root Colonization Assay

Assays of maize (*Z. mays*) root colonization by *H. seropedicae* SmR1 strain were performed according to Balsanelli et al. (2013) with modifications. Briefly, seeds of *Z. mays* cv. 30F53 (Dow AgroScience, Argentina) were surface-sterilized as described previously (Döbereiner et al., 1995; Balsanelli et al., 2010) and pre-germinated in 1% (w/v) water-agar Petri dishes in the dark for 48 h at 30°C. The seedlings were then transferred to glass tubes (one seedling in each tube) with 5 ml of Plant Medium (Egener et al., 1999) containing a final Pi concentration of 5 or 50 mM (named as PM5 or PM50, respectively) and about 2 ml in volume of sterile perlite (Perlomeoi^®^, Imerys, Brazil) as support. Each tube was inoculated with 1 ml of *H. seropedicae* cell suspension (∼10^7^ CFU ml^–1^). The inoculated maize seedlings were incubated at 26°C with a light cycle of 14/10 h (light/dark) for 5 days. Free living, root epiphytic and endophytic bacterial populations were quantified. Epiphytic bacteria were recovered by vortexing roots for 30 s in 1 ml of 0.9% NaCl solution. Endophytic bacteria were recovered by homogenizing surface-sterilized roots with a pestle and mortar. Homogenates were serially diluted and plated on NFb50 medium containing streptomycin (80 μg ml^–1^). Colonies were counted after 2 days of incubation at 30°C and expressed as colony-forming units (CFU) per milliliter of medium or per gram of fresh root tissue.

### Poly-3-Hydroxybutyrate (PHB) Quantification by Flow Cytometry

PHB quantification was carried out by flow cytometry, according to Alves et al. (2017). Briefly, *H. seropedicae* SmR1 and Δ*phaC1*, a PHB synthesis-deficient mutant (Tirapelle et al., 2013), were cultivated in NFb5 or NFb50 media for 24 h. At different time points, 100 ml of bacterial culture (∼10^6^–10^7^ cells) was centrifuged for 1 min at 13,000 rpm. The supernatant was discarded, and the cell pellet was resuspended in 1 ml of TBAC buffer [PBS buffer containing 1 mM EDTA and 0.01% (v/v) Tween 20] and 50% of ethanol (v/v). After 1 min of incubation, samples were stained with 31 mM of Nile Red for 1 min in the dark and centrifuged 1 min at 13,000 rpm, and the supernatant was discarded. The pellet was then resuspended in 1 ml of TBAC solution and immediately analyzed in a BD Accuri C5s Flow Cytometer (BD Biosciences, United States), equipped with a 488-nm laser for fluorescence excitation. For each sample, 100,000 events were acquired. The fluorescence intensities were obtained from histograms of FL2-H 585/40 nm channel.

### Statistical Analysis

When indicated, data were subjected to analysis of variance (ANOVA) followed by Tukey’s test with Infostat Analytical Software 2020 for Windows. Differences at *p*-value 0.05 were considered significant.

## Results and Discussion

### PolyP Levels in *H. seropedicae* Growing Under Different Pi Concentrations

Intracellular polyP was measured in *H. seropedicae* SmR1 throughout the growth curves to establish whether media Pi concentration influences the polymer levels. Figure 1 shows growth and polyP levels in sufficient or high Pi concentration media, containing 5 or 50 mM Pi (NFb5 or NFb50, respectively). Bacterial growth was similar in both media up to early stationary phase. At 24 h, cells grown in NFb50 reached higher A_600 nm_ values than those grown in NFb5, corresponding to ∼10^8^ and 10^7^ CFU ml^–1^, respectively. SmR1 cells grown in NFb50 medium accumulated polyP up to 9 h, maintaining high levels during the stationary phase. However, cells grown in NFb5 medium accumulated the polymer up to 6 h and, thereafter, degraded it. Thus, an improved stationary phase survival of *H. seropedicae* cells was observed in NFb50, where high polyP levels were maintained. Fluctuation of polyP levels by environmental Pi has been previously reported in *E. coli* K12, uropathogenic *E. coli*, *Lactobacillus rhamnosus*, and *G. diazotrophicus* (Schurig-Briccio et al., 2009a; Grillo-Puertas et al., 2015, 2018; Correa-Deza et al., 2017). A common feature among these bacteria is the improvement of their stationary phase fitness when cells present high intracellular polyP levels, which can be achieved adjusting media Pi concentration, according to the studied microorganism.

**FIGURE 1:**
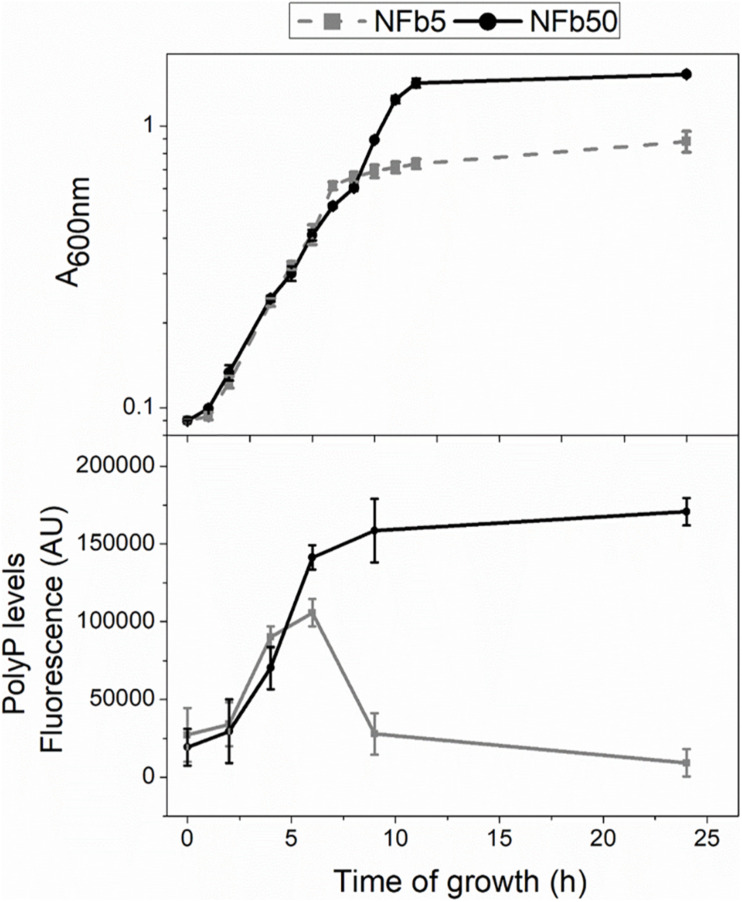
Cell growth and polyP levels in sufficient and high Pi media. Cells were grown at 30°C for 24 h in NFb5 or NFb50 media. Bacterial growth and polyP levels were measured at indicated times. Growth was determined by measuring the A_600 nm_ (upper panel). PolyP levels were determined using DAPI fluorescence and data were expressed in fluorescence arbitrary units (AU) (bottom panel). Data represent the mean ± SD of at least three independent experiments with a *p* < 0.05.

### RNA-Seq of *H. seropedicae* Grown Under Differential Pi Conditions

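RNA was sequenced from 3 independent cultures of strain SmR1 in NFb5 medium (5 mM Pi) and from 3 in NFb50 medium (50 mM Pi), grown at 30°C and collected at 9 h. Ribosomal RNA was depleted and the libraries were read on the Ion Torrent platform. The authors trimmed the reads and mapped them to the SmR1 genome with CLC Genomics Workbench. Their deposited table holds, for 3975 genes, the whole reads counted in each library over the gene with 50 bp added on each side. These counts carry no scaling. The counts of libraries 6MP and 10MP are headed as unique gene reads and those of the other 4 libraries as total gene reads. The libraries are named by codes (4MP, 5MP and 6MP for NFb5, 10MP, 11MP and 12MP for NFb50), and no NFb5 library was paired with an NFb50 library. The counts sum to 2914368, 4199646 and 2228391 reads in NFb5 and to 2509724, 1801447 and 2337928 reads in NFb50.

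The counts were compared between the media with the quasi-likelihood F-test of edgeR after TMM scaling, over the 3776 genes with at least 10 counts in at least 3 libraries. The p-values were adjusted by the Benjamini-Hochberg method, and genes are called higher or lower at an adjusted p under 0.05. A positive log2 fold change means a higher level in NFb50. Levels are counts scaled by TMM and library size (CPM). The biological coefficient of variation was 0.186. Gene lists were fixed before the data were examined, although the values of many members in Supplementary Table 1 had been seen. Each list was compared with all other genes by camera, with a preset correlation between genes of 0.01. Of 36 lists tested this way 13 were called, and none of the 13 was called with a correlation estimated from the data. The estimate was above the preset value in some of the 13, such as the LPS cluster (0.324), and below it in others. For pyruvate dehydrogenase it was −0.233, and yet the unadjusted camera p went from 0.000126 to 0.0173. In such lists the lost call does not show that the genes vary together.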

Considering that environmental Pi concentration modulates polyP levels in *H seropedicae* SmR1 and to analyze the global changes generated by these variations, a comparative transcriptomic analysis by RNA-seq was carried out in cells grown in NFb5 and NFb50 media at 9 h. The selection of this particular time was based on the facts that OD and CFU (∼10^7^ CFU ml^–1^ for both cultures) values were similar at 9 h and polyP levels were remarkably different when comparing both conditions (Figure 1). 

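Most reads of every library lay on tRNA genes. The share was 64.3%, 86.6% and 72.2% in the NFb5 libraries 4MP, 5MP and 6MP and 66.2%, 71.7% and 65.7% in the NFb50 libraries 10MP, 11MP and 12MP. The tRNA genes *trnD*, *trnL_1*, *trnS_2* and *trnW* took the largest shares on average over the 6 libraries, with *trnL_1* at 16.5% of the reads of 5MP and *trnD* at 17.4% of those of 11MP. Of 38 tRNA genes, none was higher in NFb50, 11 were lower and 27 did not pass the test (9 lower when adjusted over the list alone). Phenylalanine tRNA *trnF* had a log2 fold change of −2.47 (standard error 0.70, adjusted p = 0.01), and its call was lost without library 10MP or 11MP. The 38 genes were lower as a set, with a mean log2 fold change of −0.91 (camera, adjusted p = 0.0444, range 3.59e-06 to 0.984 over the alternatives, adjusted p = 0.886 with an estimated correlation). The mean was −0.013 without library 5MP (adjusted p = 0.984), so this library decides the value. Genes of rRNA took at most 0.01% of the counted reads. The authors kept only reads with 1 hit on the genome. This share therefore does not measure how much rRNA was left after depletion. Of the 4 genes listed with rRNA, 5S rRNA *rrfA* was lower (log2 fold change −1.14, standard error 0.28, adjusted p = 0.00472), *rrlC* and *rrsB* did not pass the test, and *rrf*, which encodes a ribosome recycling factor and no rRNA, was higher (log2 fold change 0.94, standard error 0.24, adjusted p = 0.00537). The counts are the same when adjusted over the list alone, and the set was not called (camera, upward against a mean of −0.09, adjusted p = 0.958). The reads left for all other genes numbered 1039950, 561095 and 618885 in NFb5 and 847492, 509473 and 802372 in NFb50, with a median of 43 to 89 counts per gene. The TMM factor was 0.493 for 5MP and 0.998 to 1.29 for the other libraries.

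**Figure D1:**
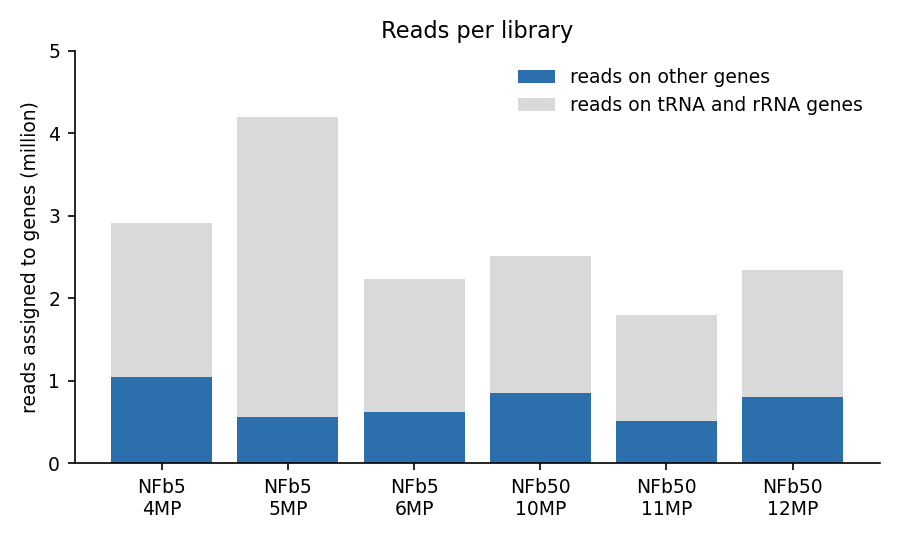
Reads per library (vertical axis, in megareads), split into reads on tRNA and rRNA genes (grey) and reads on all other genes (blue), for the 3 NFb5 and 3 NFb50 libraries. Library 5MP has the most reads and the largest tRNA share (86.6%).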

After sequencing, 26 and 35 total million reads were obtained for NFb50 and NFb5 conditions, respectively, and from those, 12 million and 16 million reads were uniquely mapped to the *H. seropedicae* SmR1 genome. The transcriptomic raw data presented in this study can be found in GEO repository (GSE168341)^1^. Biological replicates showed a very high level of correlation (*r*^2^ > 0.98) (Table 2); thus, all the libraries of each condition were used for further analysis. 

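Across genes, libraries of the same medium resembled each other more than libraries of different media once counts were put on the log2 scale. The squared Pearson correlation of log2(CPM + 1) was 0.919 to 0.945 between NFb5 libraries (median of 3 pairs 0.937) and 0.939 to 0.947 between NFb50 libraries (median of 3 pairs 0.945). It was 0.809 to 0.840 over the 9 pairs of libraries of different media. On the linear scale, where tRNA genes such as *trnD* and *trnL_1* weigh most, it was 0.910 to 0.964 in NFb5, 0.911 to 0.994 in NFb50 and 0.854 to 0.965 between media. These correlations are across genes, which are not independent replicates. The first principal component of log2 CPM held 65.8% of the variance and placed the 3 NFb5 libraries on one side and the 3 NFb50 libraries on the other.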

Among the 4805 genes of the *H. seropedicae* SmR1 genome, 3976 genes were expressed considering a read coverage equal to or higher than threefold. 

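Transcripts of 3972 of the 3975 genes in the deposited table had a coverage of at least 3, over the pooled reads of 3 libraries, in NFb5 or in NFb50, and 3616 genes reached it in both media. All 3975 had a coverage of at least 1 in either medium. The table lists fewer genes than the genome holds, and nearly as many as the paper gives as expressed. The share of its genes that were expressed is therefore no estimate for the whole genome. The fit covered 3776 genes. Among the gene groups, all 53 ribosomal protein genes, all 44 genes of the flagellum and its motor and all 20 TCA cycle genes of the table could be tested. Of 24 prophage genes 16 had enough counts, and of 271 ABC transporter genes 261 had. The nitrogen fixation genes *nifB* and *nifE* lay low in both media, at 11.8 ± 0.515 (SD, n = 3) and 6.92 ± 0.710 (SD, n = 3) CPM in NFb5 and at 7.57 ± 0.568 (SD, n = 3) and 4.23 ± 0.297 (SD, n = 3) in NFb50. The *nif* list, 5 genes with enough counts, held 1 gene higher in NFb50, 1 lower and 3 that did not pass the test (the same counts when adjusted over the list alone). The higher gene, *nifR3*, encodes a tRNA-dihydrouridine synthase (log2 fold change 1.10, standard error 0.17, adjusted p = 0.000102) and the lower one, *fixB*, an electron transfer flavoprotein subunit (log2 fold change −1.46, standard error 0.41, adjusted p = 0.0093). As a set the list was not called (camera, adjusted p = 0.933).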

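The media separated the transcriptomes widely: 1461 of the 3776 genes tested passed the adjusted threshold, 719 higher in NFb50 and 742 lower. Lists of genes for the flagellum, chemotaxis, the TCA cycle, pyruvate dehydrogenase, PHB metabolism, nitrogen regulation, aminoacyl-tRNA synthetases, and peptidoglycan and division were higher as sets. The LPS cluster, glyoxylate and glycolate genes, LysR regulators, prophage genes and tRNA genes were lower as sets. None of these 13 lists was called with an estimated correlation, and the call of the tRNA genes was lost without library 5MP. The largest increase was in *Hsero_4647*, annotated as an aminotransferase, and the largest decrease in *Hsero_3927*, a conserved hypothetical protein. In *Hsero_3927* the level fell from 37.5 ± 7.32 (SD, n = 3) CPM in NFb5 to 0.697 ± 0.376 (SD, n = 3) in NFb50, a log2 fold change of −5.76 (standard error 0.40, adjusted p = 2.8e-08). At the study's thresholds, an unadjusted p of 0.05 or less and a fold change of at least 2, 726 genes were called, 297 higher and 429 lower. Of the authors' 670 genes 648 could be tested, and 636 of them met these thresholds in the same direction. Of their 1330 genes 1307 could be tested, and 1236 passed the adjusted threshold, all in the direction the authors' deposited table gives. The number of genes called depended on the scaling. Scaled by library size only, 198 genes were called, 70.2% of them higher, and the median log2 fold change of all genes moved from −0.02 to 0.32. At the study's thresholds the same scaling turned the balance, with 784 genes called, 583 higher and 201 lower.

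**Figure D2:**
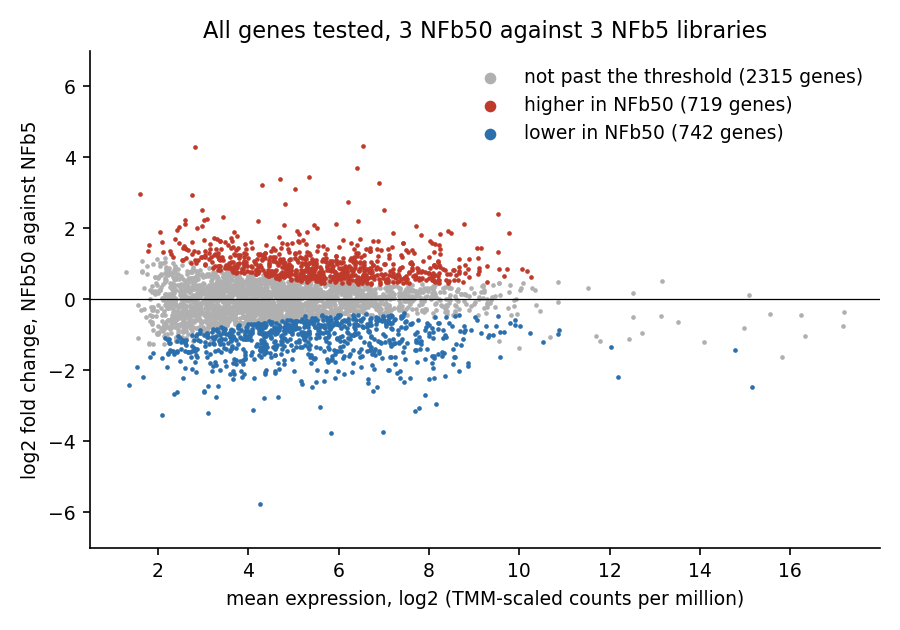
Log2 fold change of NFb50 against NFb5 (vertical axis) against the mean log2 CPM (horizontal axis) of the 3776 genes tested. Red points mark 719 genes higher and blue points 742 genes lower at an adjusted p under 0.05, and grey points the rest.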

Supplementary Table 1A shows the 1330 genes whose expression levels were statistically different (*p* ≤ 0.05), from which 670 had fold changes of 2 or higher and were considered differentially expressed genes (DEGs) in NFb50 vs. NFb5 transcriptome (Supplementary Table 1B), with 385 being downregulated and 285 being upregulated. 

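Transcripts of *flhA*, which encodes a membrane component of the flagellar export apparatus, rose in NFb50, as did those of a chemotaxis gene annotated as *cheD*, whereas transcripts of *rfbD*, a gene of dTDP-rhamnose synthesis in the LPS cluster, fell. *flhA* (*Hsero_2026*) lies from 2290020 to 2292137 (forward strand) and had 305 ± 50.7 (SD, n = 3) CPM in NFb5 and 836 ± 71.4 (SD, n = 3) in NFb50, a log2 fold change of 1.46 (standard error 0.19, adjusted p = 1.5e-05). *cheD_7* (*Hsero_4227*), annotated as a chemoreceptor glutamine deamidase, lies from 4834675 to 4835286 (forward strand) and went from 52.5 ± 15.4 (SD, n = 3) to 164 ± 56.6 (SD, n = 3) CPM, a log2 fold change of 1.63 (standard error 0.24, adjusted p = 6.39e-05). *rfbD* (*Hsero_4218*) lies from 4825124 to 4825981 (forward strand) and went from 212 ± 55.0 (SD, n = 3) to 69.1 ± 5.98 (SD, n = 3) CPM, a log2 fold change of −1.62 (standard error 0.19, adjusted p = 6.92e-06). In all 3 genes every NFb50 library lay beyond every NFb5 library, which chance gives in 10% of genes with 3 libraries against 3. RT-qPCR values were not analysed here.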

To confirm the differential expression observed by the RNA-seq data, the regulation of *flhA*, *cheD*, and *rfbD* genes was confirmed by RT-qPCR (Table 3).

**TABLE 2:** Summary of RNA-seq data.

Samples^b^	Reads in biological samples	Total reads	Reads mapped unambiguously^a^	Correlation (*R*^2^)
NFb5 1	11,822,627	35,325,305	2,921,150	0.98
NFb5 2	13,743,184		4,203,286	
NFb5 3	9,759,494		2,232,484	
NFb50 1	8,506,901	25,578,009	2,514,583	0.99
NFb50 2	6,549,535		1,803,945	
NFb50 3	10,521,573		2,342,495	

**^*a*^The reads were uniquely mapped to the H. seropedicae SmR1 genome using CLC Genomics Workbench 7.2 with 90% of minimum length and 80% of similarity. DESeq analysis was carried out to the reads mapped to the reference genome. ^*b*^The numbers refer to biological replicates.**

**TABLE 3:** Comparison of the gene expression of *H. seropedicae* SmR1 under Pi differential conditions between reverse transcription-quantitative PCR and RNA-seq analysis.

Gene	Fold change transcriptome^a^	qPCR^b^
*cheD*	3.105	15
*flhA*	2.814	10
*rfbD*	3.007	−1.9

**^*a*^Fold change in NFb50 vs. NFb5 determined by CLC Workbench 7.5.2. ^*b*^Relative expression change in NFb50 vs. NFb5 condition by qPCR.**

Clusters of orthologous groups (COGs) classification of DEG showed that 20 biological processes were involved in the response to Pi concentration. Figure 2 shows functional classification of upregulated and downregulated genes of cells grown in Pi differential conditions. Most DEGs belong to the following functional categories: Cell motility, intracellular trafficking, and secretion (22.7%); Translation, ribosomal structure, and biogenesis (18.7%); Energy production and conversion (16.9%); Inorganic ion transport and metabolism (15%); Nucleotide transport and metabolism (14.6%); Transcription (13.5%); and Carbohydrate transport and metabolism (13.5%) (Figure 2).

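By COG class in the table of all genes, energy production and inorganic ion transport held high shares of genes at the study's thresholds, and the genes of transcription that met them were mostly lower in NFb50. Of 183 genes classed under energy production and conversion alone, 25 were higher and 24 lower at those thresholds, 26.8% of the class. Of 145 genes of inorganic ion transport and metabolism 20 were higher and 18 lower (26.2%). Of 163 genes of translation 18 were higher and 14 lower (19.6%), and of 157 genes of carbohydrate transport and metabolism 11 were higher and 22 lower (21.0%). Nucleotide transport and metabolism had 6 higher and 2 lower among 60 genes (13.3%). Transcription had 8 higher and 41 lower among 296 genes (16.6%). Motility genes are spread over several classes. Of 80 genes classed under both signal transduction and cell motility, 14 were higher and 9 lower (28.7%), and of 29 genes classed under cell motility alone 15 were higher and 3 lower at the adjusted threshold. Genes of unknown function numbered 810, with 55 higher and 124 lower (22.1%). These are counts per class, and no enrichment test was made.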

**FIGURE 2:**
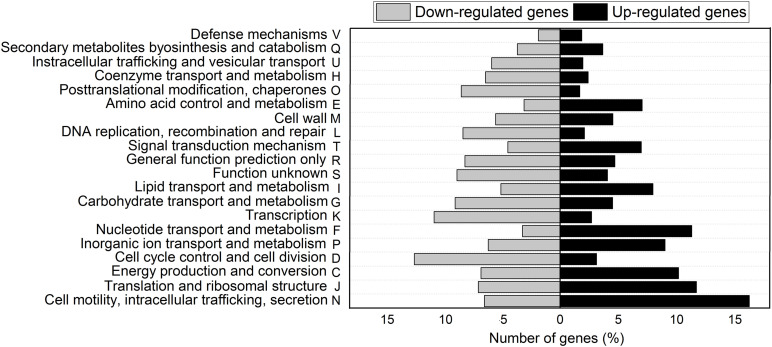
COGs classification of differentially expressed genes in NFb50 condition relative to NFb5 condition. COG functional categories are shown. Black bars indicate upregulated genes and gray bars denote downregulated genes.

A detailed knowledge-driven DEG analysis of pathways involved in relevant aspects of *H. seropedicae* SmR1 as PGPB is depicted below.

### Phosphate Metabolism

Several genes involved in phosphorus metabolism were found in the *H. seropedicae* SmR1 genome (NC_014323, Pedrosa et al., 2011), corresponding to approximately 70% of the phosphorus related genes that were identified in the metagenomics approach of soils microbiome performed by Dai et al. (2020). Figure 3A shows that high Pi concentration in culture media unusually increased the expression of some Pi-starvation response components: the Pi regulon two-component response regulator (*phoB*), the AP gene (*phoA*), two Pi starvation-inducible genes (*phoH* and *psiF*), the low-affinity Pi transporter gene (*pitA*), and another Pi transporter encoded by the alkylphosphonate uptake gene (*phnA*). It is noted that, with regard to polyP-related genes, only *ppk2* was induced under the high Pi condition. 

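Genes of the phosphate starvation response were higher in NFb50 in part. Of 22 genes of the Pho regulon and phosphate uptake, 8 were higher in NFb50, 2 were lower and 12 did not pass the test (8 higher and 3 lower when adjusted over the list alone). The 8 include the rows of *phoB_1* and *phoA*, which are no separate measurements of these genes. The 7 genes of Fig. 3A, chosen by the study on these samples and so not independent evidence, were all higher, with *phoB_1* and *phoA* in rows that share counts with another gene. The phosphate starvation-inducible genes *phoH_1* (*Hsero_0722*), *phoH_2* (*Hsero_2082*) and *psiF* (*Hsero_1877*) had log2 fold changes of 1.10 (standard error 0.25, adjusted p = 0.00233), 0.87 (standard error 0.16, adjusted p = 0.000571) and 1.11 (standard error 0.19, adjusted p = 0.000266). The low-affinity Pi transporter gene *pitA* (*Hsero_2081*) went from 24.5 ± 4.14 (SD, n = 3) to 47.2 ± 11.7 (SD, n = 3) CPM, a log2 fold change of 0.94 (standard error 0.22, adjusted p = 0.00294). *phnA* (*Hsero_2718*), annotated as an alkylphosphonate uptake protein, had a log2 fold change of 1.22 (standard error 0.22, adjusted p = 0.000403). *phoB_1* was higher as well, but its row carries the same 6 counts as *phnA* and so gives no separate measurement. *phoA* (*Hsero_0580*), from 638054 to 639682 (forward strand), had 0.699 ± 0.574 (SD, n = 3) CPM in NFb5 and 13.4 ± 3.80 (SD, n = 3) in NFb50, a log2 fold change of 4.29 (standard error 0.53, adjusted p = 1.03e-05). Its row shares the 3 NFb5 counts with *pheA* (*Hsero_0433*), a chorismate mutase gene, and holds 20 reads more than *pheA* in each NFb50 library, and both genes carry a fold change of 6.68 in the authors' deposited table. The deposited RPKM of the row fits the length of *pheA* (570 bp) and not of *phoA* (1629 bp), so it gives no separate measurement of *phoA*. In the high-affinity transporter operon, *pstS* (*Hsero_1255*) rose by 0.72 on the log2 scale (adjusted p = 0.0186) and *pstA* (*Hsero_1257*) fell by 0.74 (adjusted p = 0.0405); both were picked after their values were seen. The list as a set was not called (camera, adjusted p = 0.243), and its mean log2 fold change was 0.25, or 0.00 with the 4 rows that share counts with another gene left out, which was chosen after the data were seen. The mean was 0.00 without library 10MP, 0.06 without 11MP and 0.17 without 12MP. With any of these left out, the row of *phoA* had too few counts to be tested and was not in the mean.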

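Of the 4 genes for polyP enzymes, *Hsero_3790* (*ppk2*) was higher in NFb50 and the others did not pass the test (1 higher and none lower when adjusted over the list alone). *Hsero_3790* lies from 4344775 to 4345689 (reverse strand) and went from 43.6 ± 6.98 (SD, n = 3) to 89.3 ± 19.8 (SD, n = 3) CPM, a log2 fold change of 1.02 (standard error 0.19, adjusted p = 0.000611). The polyphosphate kinase gene *ppk* (*Hsero_1254*), the paper's *ppk1*, had 52.9 ± 1.11 (SD, n = 3) CPM in NFb5 and 69.0 ± 7.18 (SD, n = 3) in NFb50, a log2 fold change of 0.38 (standard error 0.16, adjusted p = 0.0758). The exopolyphosphatase gene *ppx* (*Hsero_1891*) had a log2 fold change of 0.32 (standard error 0.23, adjusted p = 0.278) and *Hsero_4359* a log2 fold change of −0.06 (standard error 0.25, adjusted p = 0.87). The 4 genes as a set were not called (camera, adjusted p = 0.315).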

Regulation of genes involved in polyP synthesis and degradation is complex. It was previously described that fluctuations in polymer levels were not regulated at a genetic level, but by modulation of their enzymatic activity (Rudat et al., 2018).

**FIGURE 3:**
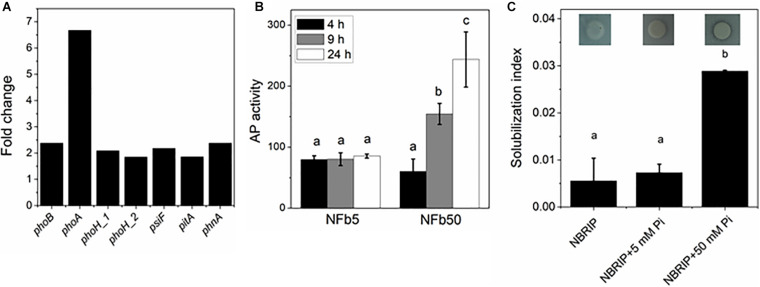
Expression of Pi metabolism-related genes, AP activity, and Pi solubilization in NFb50 condition relative to NFb5 condition. **(A)** Fold changes of differentially expressed genes. **(B)** Cells of the SmR1 strain were grown at 30°C in the indicated media. At 4, 9, and 24 h, aliquots were removed and AP activities were determined according to Materials and Methods section. **(C)** Cells of the SmR1 strain were grown at 30°C in M1 medium for 24 h and then spotted in NBRIP plates containing the indicated Pi concentration. Pi solubilization index was calculated as described in the Materials and Methods section. Results represent the mean ± SD of three independent experiments. For each panel, different letters indicate significant differences between conditions according to Tukey’s test with a *p* < 0.05.

To analyze whether the observed *phoA* upregulation was correlated with the protein activation, the AP activity was measured in cells grown in NFb5 and in NFb50 media at 4, 9, and 24 h (Figure 3B). A low AP activity was observed when cells grown in NFb5, while, in NFb50, an increased activity was obtained from 9 h. In several bacteria, *phoA* gene transcription is positively regulated only by PhoB, being largely used the AP activity as a reporter of PhoB activation (Wanner and Latterell, 1980; Lamarche et al., 2005, 2008). Interestingly, cells cultivated in NFb50 medium (high polyP condition) overexpressed Pi metabolism genes as if they were sensing Pi deficiency. Previous studies in *E. coli* demonstrated that the maintenance of high polyP levels in stationary phase induced an unexpected activation of PhoB, *via* acetyl phosphate (AcP), in high Pi conditions (Grillo-Puertas et al., 2016). In agreement, when AcP metabolism genes were analyzed in *H. seropedicae* SmR1, an upregulation of the phosphotransacetylase and acetate kinase genes, encoded by *pta* [1.77-fold (*p*-value 0.001)] and *ackA* (3.06-fold), was observed, inferring a possible role of AcP in PhoB activation in *H. seropedicae* SmR1. 

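The phosphotransacetylase gene *pta* (*Hsero_0263*) rose in NFb50, from 38.8 ± 6.15 (SD, n = 3) to 68.7 ± 14.0 (SD, n = 3) CPM, a log2 fold change of 0.82 (standard error 0.20, adjusted p = 0.00354). The gene lies from 276107 to 277066 (forward strand). Acetate kinase gene *ackA* (*Hsero_0264*), which follows it from 277063 to 278256 (forward strand), is listed at 85.9 ± 26.4 (SD, n = 3) CPM in NFb5 and 258 ± 77.1 (SD, n = 3) in NFb50, a log2 fold change of 1.59 (standard error 0.23, adjusted p = 5.78e-05). The row of *ackA* carries the same 6 counts as *rplM* (*Hsero_3850*), the gene of ribosomal protein L13, and its deposited RPKM fits the length of *rplM* (429 bp) and not of *ackA* (1194 bp), so it gives no separate measurement of *ackA*. Genes for acetyl-coenzyme A synthetase, which makes acetyl-CoA from acetate, did not pass the test, with −0.46 (standard error 0.28, adjusted p = 0.213) for *acs_1* (*Hsero_0019*) and 0.26 (standard error 0.17, adjusted p = 0.236) for *acs_3* (*Hsero_1545*). The acetate kinase list of 5 genes held 2 higher, the row of *ackA* counted, none lower and 3 not passing (2 higher and none lower when adjusted over the list alone; camera, adjusted p = 0.191). Its mean log2 fold change was 0.50, or 0.23 with the 4 rows that share counts with another gene left out, which was chosen after the data were seen.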

Considering the scarce previous knowledge about regulation of the Pi genes in *H. seropedicae*, the induction of the classical Pi starvation response in high Pi medium is intriguing. This is in agreement with previous results in *E. coli* (Grillo-Puertas et al., 2016). In addition, it was found that *H. seropedicae* SmR1 was able to solubilize tricalcium phosphate only when 50 mM Pi was added to NBRIP plates (Figure 3C). Although tricalcium phosphate is inappropriate as a universal selection factor for testing Pi-solubilizing bacteria (Bashan et al., 2013), the solubilization of insoluble phosphorus observed here is surprising, not only because previously studied *H. seropedicae* strains did not have phosphorus-solubilizing capacity (Estrada et al., 2013; Wagh et al., 2014), but also due to the observed phenomenon in cells surrounded by excess of environmental Pi. Bagyaraj et al. (2000) suggested the existence of shared regulatory controls between the *pho* regulon and the phosphorus solubilization in Gram-negative rhizobacteria. Phosphorus can be released from organic compounds in soil by different mechanisms, such as the secretion of gluconic acid synthesized by a pathway involving pyrroloquinoline quinone (PQQ)-dependent periplasmic glucose dehydrogenase or the secretion of non-specific phosphatases (Tarafdar and Jung, 1987; Tarafdar and Claassen, 1988; Rossolini et al., 1998). *H. seropedicae* SmR1 is deficient in PQQ biosynthesis genes (Pedrosa et al., 2011); therefore, the aforementioned slight Pi solubilization (Figure 3C) could involve the expression of another organic acid since RNA-seq analysis showed an upregulation of most of the TCA cycle-related genes (*aceE*, *adhA*, *lpdA*, *prpC*, *icd*, *fumA*, *mqo*, and *maeB*) in NFb50 medium (see Supplementary Table 1) and/or the activation of non-specific phosphatases, still uncharacterized in this bacterium. 

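Besides TCA cycle genes, *adhA* and both malic enzyme genes rose in NFb50. *adhA* (*Hsero_0964*), an alcohol dehydrogenase gene from 1057440 to 1058465 (reverse strand), went from 156 ± 17.0 (SD, n = 3) to 564 ± 45.4 (SD, n = 3) CPM, a log2 fold change of 1.86 (standard error 0.17, adjusted p = 5.18e-07). The NADP-dependent malic enzyme, which turns malate into pyruvate, has 2 genes. *maeB_1* (*Hsero_1145*) had a log2 fold change of 0.67 (standard error 0.20, adjusted p = 0.0117) and *maeB_2* (*Hsero_3360*) a log2 fold change of 1.04 (standard error 0.17, adjusted p = 0.000133). The call of *maeB_1* was lost with a loess offset on coding length (adjusted p = 0.0685) and without library 12MP.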

Based on our data, it could be inferred that *H. seropedicae* senses a Pi-deficiency state generated in NFb50 medium, where polyP was not degraded. Indeed, several authors suggested that polyP participates in the balance of the intracellular Pi (Nesmeyanova, 2000; Motomura et al., 2011; Grillo-Puertas et al., 2016).

### Motility and Chemotaxis

*H. seropedicae* SmR1 has 41 genes involved in the chemotaxis pathway in its genome (Pedrosa et al., 2011). 

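Chemotaxis genes moved in both directions, with more of them higher in NFb50. Of 91 genes for methyl-accepting receptors and Che proteins, 32 were higher, 18 were lower and 41 did not pass the test (35 higher and 19 lower when adjusted over the list alone). The receptor gene *tsr_5* (*Hsero_3032*), from 3452634 to 3454244 (reverse strand), rose from 134 ± 14.3 (SD, n = 3) to 476 ± 43.0 (SD, n = 3) CPM, a log2 fold change of 1.83 (standard error 0.17, adjusted p = 5.18e-07). Other receptor genes that rose were *tar_3* (*Hsero_2164*), with a log2 fold change of 1.40 (standard error 0.16, adjusted p = 4.54e-06), and *Hsero_1262*, with 1.65 (standard error 0.21, adjusted p = 1.19e-05). Among the genes of the signalling chain, the kinase gene *cheA_5* (*Hsero_3096*) rose by 1.14 on the log2 scale, the methylesterase gene *cheB_3* (*Hsero_2022*) by 1.20 and the phosphatase gene *cheZ_2* (*Hsero_3095*) by 0.97. The receptor gene *tar_1* (*Hsero_0455*) fell from 536 ± 62.2 (SD, n = 3) to 205 ± 44.4 (SD, n = 3) CPM, a log2 fold change of −1.39 (standard error 0.19, adjusted p = 2.6e-05), and *cheY_6* (*Hsero_1976*) and *cheB_1* (*Hsero_0626*) fell by 1.04 and 0.93. The 29 genes of Fig. 4A, 22 higher and 7 lower in this fit, were chosen by the study on these samples and are not independent evidence of the direction. The chemotaxis genes were higher as a set (mean log2 fold change 0.21, camera, adjusted p = 0.0185, and adjusted p = 0.194 with an estimated correlation). The call was lost with a loess offset on coding length (mean 0.09, adjusted p = 0.18, range 0.0085 to 0.18 over the alternatives).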

Figure 4A shows that 22 of 29 motility and chemotaxis DEGs (*tar*, *tsr*, and *che* genes) were upregulated in the NFb50 medium. 

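More genes of the flagellum and its motor rose in NFb50 than fell. Of 44 flagellum and motor genes, 24 were higher, 5 were lower and 15 did not pass the test (25 higher and 5 lower when adjusted over the list alone). The export gate gene *fliQ* (*Hsero_2048*) and the hook gene *flgE_1* (*Hsero_2036*) had log2 fold changes of 1.43 (standard error 0.42, adjusted p = 0.012) and 1.39 (standard error 0.15, adjusted p = 3.14e-06). *flgE_1* (*Hsero_2036*) lies from 2298808 to 2300106 (forward strand) and went from 109 ± 5.45 (SD, n = 3) to 287 ± 18.7 (SD, n = 3) CPM. The export ATPase gene *fliI* (*Hsero_2056*) rose by 1.22 on the log2 scale (adjusted p = 9.09e-05) and the motor gene *motB* (*Hsero_2985*) by 0.71 (adjusted p = 0.00233). The chaperone genes *flgN* (*Hsero_2030*) and *fliT* (*Hsero_2065*) fell by 1.19 and 0.92 (adjusted p = 5.13e-05 and 0.00994), and the hook-length gene *fliK_1* (*Hsero_1928*) fell by 1.02 (adjusted p = 0.000485), while *fliK_2* (*Hsero_2054*) rose by 0.82 (adjusted p = 0.000862). *flaG* (*Hsero_2069*), annotated as a flagellin protein, was also lower (log2 fold change −0.85, standard error 0.26, adjusted p = 0.0162). The 21 genes of Fig. 4B, 17 higher and 4 lower here, were chosen by the study on these samples and are not independent evidence. As a set the genes were higher (mean log2 fold change 0.44, camera, adjusted p = 0.000391, adjusted p = 0.194 with an estimated correlation). The calls of *flaG*, *fliQ*, *fliO* and *fliT* were lost when single libraries were left out, 4MP or 12MP for *flaG*, 10MP for *fliQ*, 4MP for *fliO* and 12MP for *fliT*.

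**Figure D3:**
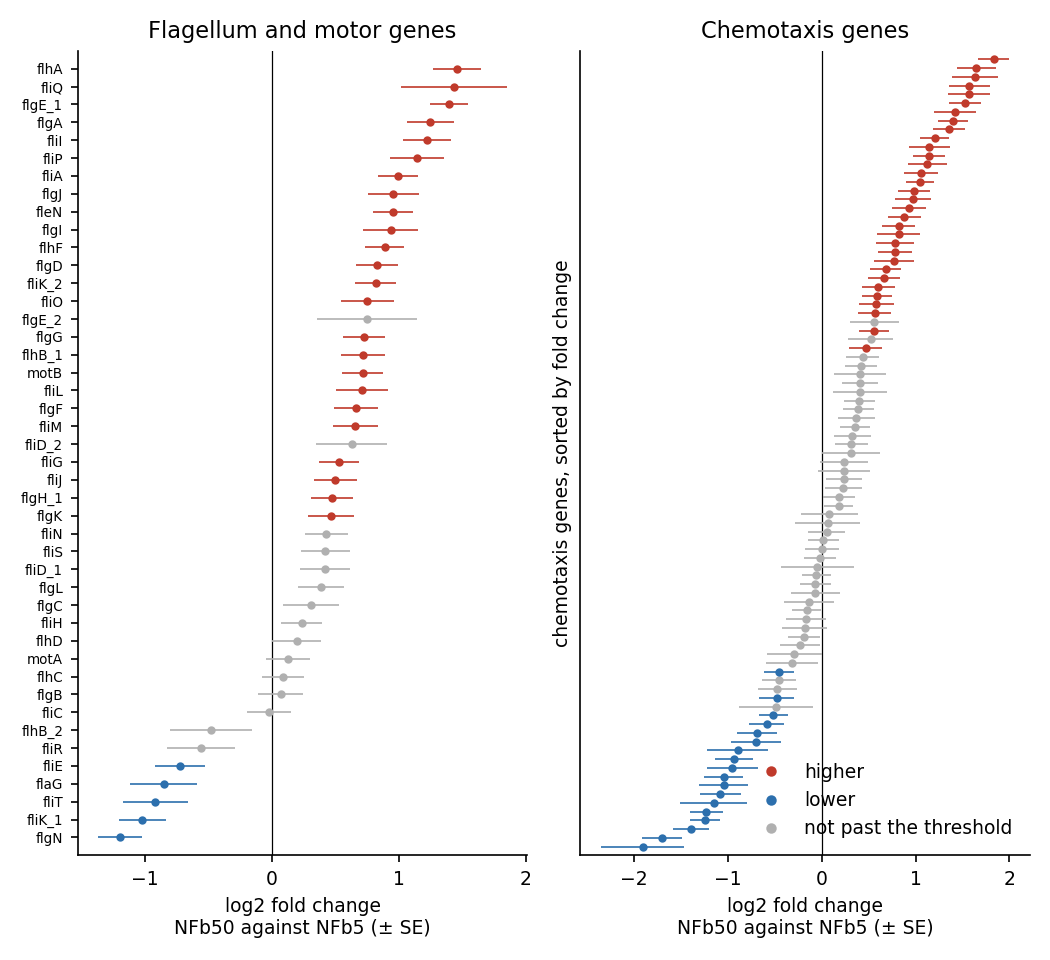
Log2 fold change of NFb50 against NFb5 for each gene of the flagellum and motor list and of the chemotaxis list, in order of size. Red points are higher and blue points lower past the adjusted threshold, and grey points did not pass it. Most points past the threshold lie above 0, at 24 of 29 flagellar genes and 32 of 50 chemotaxis genes.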

A wide range (17 from 21 DEG) of flagella biosynthesis, assembly, and structure genes were also induced under the mentioned condition (Figure 4B). For instance, *fliA* gene, encoding a sigma factor necessary for the transcription of flagella and chemotaxis genes (Iriarte et al., 1995; Aizawa, 2013), was significantly induced (2.02). 

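*fliA* (*Hsero_2029*) lies from 2294459 to 2295193 (forward strand), near *flhA* and *flhF*. Its level was 99.5 ± 8.78 (SD, n = 3) CPM in NFb5 and 198 ± 23.0 (SD, n = 3) in NFb50, a log2 fold change of 0.99 (standard error 0.16, adjusted p = 0.000138). Every NFb50 library was above every NFb5 library. The nearby gene *flhF* (*Hsero_2027*), which encodes a GTP-binding protein of flagellar biosynthesis, had a log2 fold change of 0.89 (standard error 0.15, adjusted p = 0.000263). The flagellin gene *fliC* (*Hsero_2070*) and the regulator genes *flhC* and *flhD*, looked up after the other values were seen, had log2 fold changes of −0.02, 0.09 and 0.19 and did not pass the test (adjusted p = 0.924, 0.706 and 0.449).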

Upregulation of flagella and chemotaxis genes suggests that high Pi concentrations would increase motility and chemotaxis in *H. seropedicae*. Indeed, Figure 4C shows that SmR1 cells grown in NFb50 medium presented a significantly higher motility than those grown in NFb5. Moreover, the cell taxis to carbon sources (malate and glucose), root exudates, and phytohormones (salicylic and shikimic acids) was significantly higher in NFb50 medium than in NFb5 (Table 4). These results suggest that high polyP levels reached in the NFb50 condition could regulate motility in *H. seropedicae*. Consistently, Grillo-Puertas et al. (2015) reported that the presence of polyP is necessary for motility in uropathogenic *E. coli* isolated from acute prostatitis. In addition, previous studies with polyP-deficient strains demonstrated that the polymer is required for motility of several bacteria such as *P. aeruginosa* PAO1, *V. cholerae* 92A1552, *Salmonella enterica* serovar Typhimurium FIRN, *Mycobacterium smegmatis*, and Sulfolobales (Rashid et al., 2000; Shi et al., 2011; Recalde et al., 2021). Chemotaxis and motility differential effects observed with *H. seropedicae* gain attention considering their importance in the properties of beneficial soil microorganisms.

**FIGURE 4:**
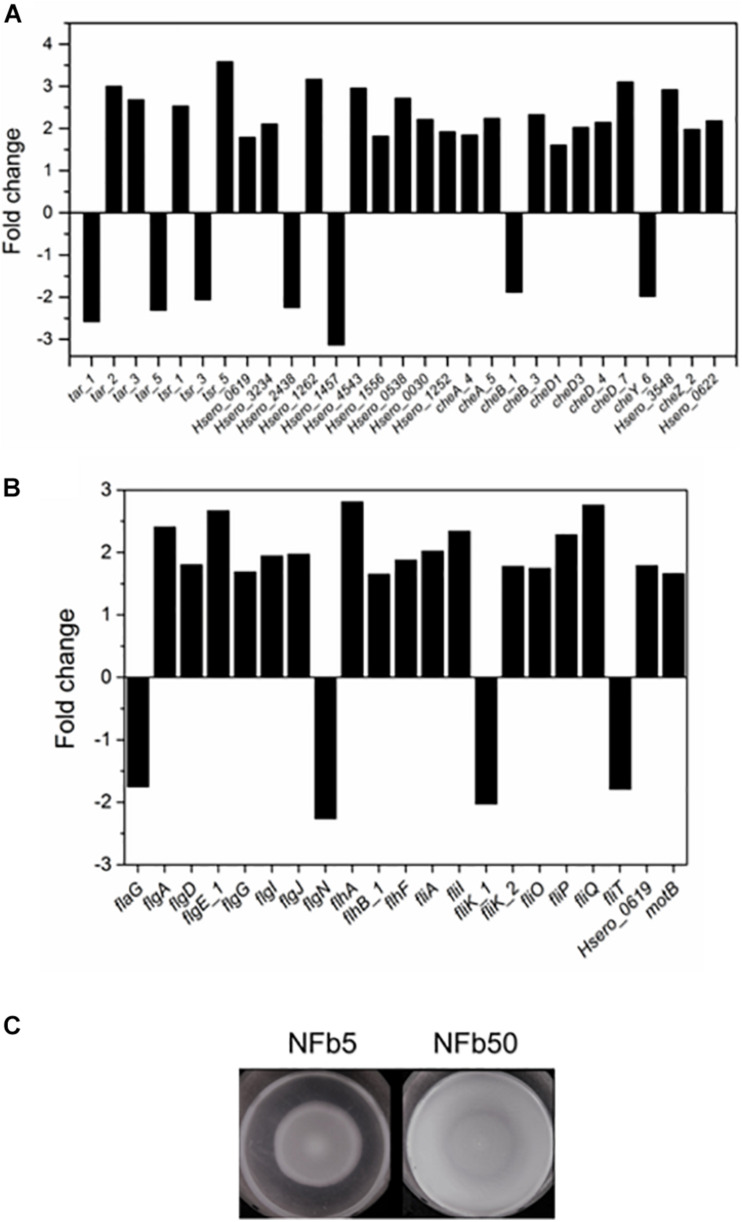
Chemotaxis and motility in NFb50 condition relative to NFb5 condition. Fold changes of differentially expressed genes related to chemotaxis **(A)** and motility **(B)**, comparing both conditions. SmR1 strain cells were cultured on semisolid NFb5 and NFb50 agar plates (0.3%) and incubated for 48 h **(C)**. In all cases, the results represent four independent experiments performed in triplicate.

**TABLE 4:** Chemotaxis of SmR1 cells grown in sufficient and high Pi medium.

	NFb5	NFb50
Salicylic acid	0.10 ± 0.03^a^	0.35 ± 0.14^b^
Shikimic acid	0.25 ± 0.05^a^	0.50 ± 0.07^b^
Malate	0.35 ± 0.07^a^	0.40 ± 0.03^a^
Glucose	0.45 ± 0.10^a^	0.65 ± 0.05^b^
Root exudate	0.10 ± 0.0^a^	0.40 ± 0.14^b^
Control	0.20 ± 0.03^a^	0.20 ± 0.02^a^

**Distance of the bacterial growth (cm) in the direction to the attractant in saline solution plates without carbon source containing 0.3% of agar, after 72 h at 30°C. Control corresponds to the same Pi conditions without attractants. Different letters for each attractant indicate significant differences between conditions according to Tukey’s test with a p < 0.05.**

### Biofilm Formation and Adhesion

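Every gene of the LPS cluster fell in NFb50. The list held 29 genes, all on the forward strand, and all 29 were lower (0 higher and 29 lower when adjusted over the list alone). Their mean log2 fold change was −1.59 (SD 0.44 across genes). The lowest were *Hsero_4205*, a conserved hypothetical protein (log2 fold change −2.59, standard error 0.20, adjusted p = 9.05e-08), and *lpxD_2* (*Hsero_4206*), annotated as an acyltransferase of lipid A synthesis, which fell from 290.4 ± 38.1 (SD, n = 3) to 58.3 ± 3.27 (SD, n = 3) CPM (log2 fold change −2.32, standard error 0.17, adjusted p = 3.61e-08). The glycosyltransferase gene *rfaG* (*Hsero_4217*) had a log2 fold change of −1.34 (standard error 0.15, adjusted p = 4.7e-06). The study chose this cluster on these samples, so its direction is not independent evidence (camera, adjusted p = 4.59e-29, adjusted p = 0.156 with an estimated correlation). The sugar phosphate isomerase gene *Hsero_3968*, from 4554244 to 4555272 (forward strand), fell from 360.5 ± 37.4 (SD, n = 3) to 137 ± 21.2 (SD, n = 3) CPM, a log2 fold change of −1.39 (standard error 0.17, adjusted p = 9.53e-06).

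Type IV pili genes differed among themselves. The twitching motility genes *pilI* (*Hsero_3841*) and *pilJ* (*Hsero_3840*) had log2 fold changes of −3.21 (standard error 0.41, adjusted p = 1.5e-05) and −0.92 (standard error 0.20, adjusted p = 0.00163), and *pilI* fell from 15.6 ± 4.36 (SD, n = 3) to 1.58 ± 0.454 (SD, n = 3) CPM. The pilus assembly gene *fimV* (*Hsero_3295*) rose by 0.53 (adjusted p = 0.0241), and the other 7 genes of the list, the pilin gene *pilA* (*Hsero_0660*) among them (log2 fold change 0.25, standard error 0.23, adjusted p = 0.42), did not pass the test. The call of *fimV* was lost with a loess offset on coding length and without library 4MP, 6MP, 10MP or 11MP. The counts, 1 higher and 2 lower, were the same when adjusted over the list alone, and the set was not called (camera, adjusted p = 0.724, mean −0.35, median 0.00). The mean lay between −0.12 and 0.02 when any 1 NFb5 library was left out. In these fits *pilI* had too few counts to be tested, so the mean leaves it out. The gene *pilQ* was not analysed here. Of 9 hemagglutinin and adhesin genes 4 were higher and 2 lower (5 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.724), with *fhaC_1* (*Hsero_1001*) at 1.05 (standard error 0.18, adjusted p = 0.000225) and *fhaC_2* (*Hsero_3252*) at −1.28 (standard error 0.21, adjusted p = 0.000153).

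**Figure D4:**
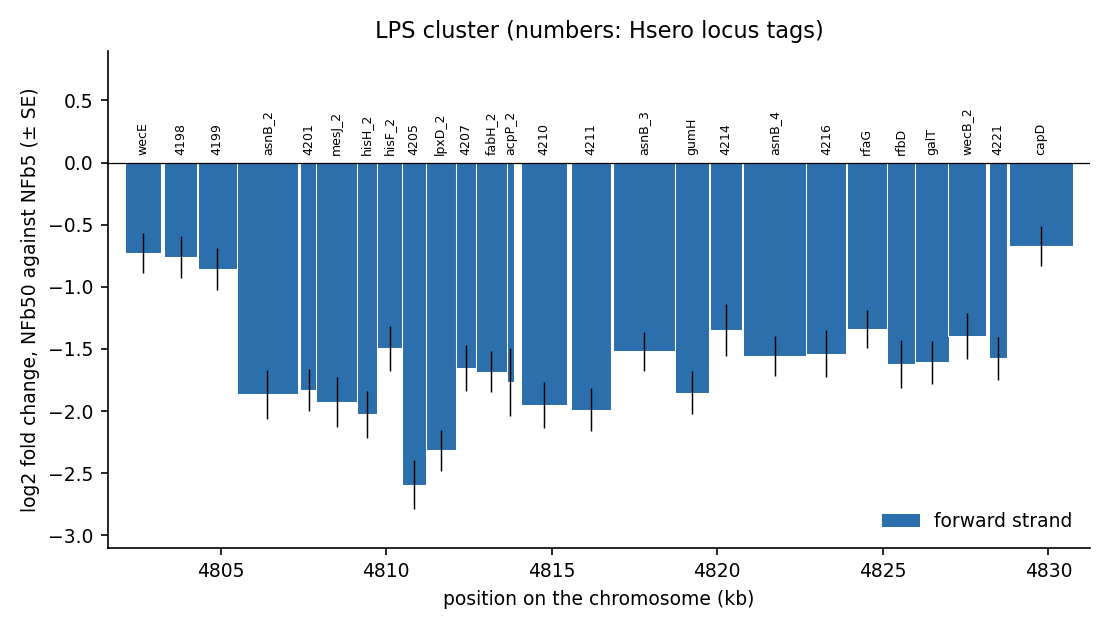
Log2 fold change of NFb50 against NFb5 (vertical axis, lines show the standard error) at the position on the genome (horizontal axis, kb) of each gene of the LPS cluster in the range that the paper names, *Hsero_4197* to *Hsero_4222*. All bars lie below 0.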

Genes related to biofilm formation and adhesion were downregulated in cells grown in NFb50 medium: type IV pili genes [*pilI*, *pilJ*, and *pilQ*, with fold change values of −8.71, −1.81 (*p*-value 0.05), and −1.83 (*p*-value 0.003), respectively], the entire cluster for lipopolysaccharide [LPS biosynthesis, comprising CDS *Hsero_4197* to *Hsero_4222* (see Supplementary Table 1)]; and a gene encoding a sugar phosphate isomerase involved in capsule formation, *Hsero_3968* (−2.59). On the other hand, *phoB* was upregulated under the mentioned condition. It was previously demonstrated that PhoB activation was correlated with the inhibition of biofilm formation in *P. fluorescens*, *P. aureofaciens*, and *E. coli* (Monds et al., 2001, 2007; Grillo-Puertas et al., 2016). Thus, the obtained molecular changes suggest that biofilm formation would be impaired in the high Pi condition. 

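The table holds 2 genes annotated as *phoB*. For *phoB_1* (*Hsero_1260*), from 1430840 to 1431577 (forward strand) beside *phoR* and *phoU*, the row gives a log2 fold change of 1.22 (standard error 0.22, adjusted p = 0.000403). These are the values of *phnA*, whose 6 counts the row shares, and the deposited RPKM fits the length of *phnA* (339 bp) and not of *phoB_1* (738 bp), so they give no separate measurement of *phoB_1*. The other gene, *phoB_2* (*Hsero_1386*), had a log2 fold change of 0.06 (standard error 0.17, adjusted p = 0.803), and *phoR* (*Hsero_1261*), which encodes the sensor kinase of the Pho regulon, a log2 fold change of −0.37 (standard error 0.22, adjusted p = 0.2). Both were looked up after the value of *phoB_1* was seen.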

To corroborate this hypothesis, biofilm formation was determined in NFb50 and NFb5 media. As expected, it was observed that biofilm formation on abiotic surfaces at 48 h by cells grown in NFb50 medium was around five-fold lower than that of cells grown in NFb5 (Supplementary Figure 1). The fact that biofilm formation was induced in NFb5 medium, where polyP was degraded, suggests that this event is necessary to trigger the cellular adhesion phenotype, as previously observed in K-12 and uropathogenic *E. coli* strains and *G. diazotrophicus* (Grillo-Puertas et al., 2012, 2015, 2018).

Besides the genes mentioned above involved in adhesion, *rfbD* and *galE* genes, which have been suggested to be involved in maize colonization (Balsanelli et al., 2010), were downregulated in NFb50 medium (−3.00 and −2.66, respectively). Thus, a plant–bacteria interaction assay was performed to compare the epiphytic and endophytic association capacity of *H. seropedicae* cells to maize roots in plant medium containing either 5 or 50 mM Pi (PM5 or PM50, respectively). 

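The dTDP-4-dehydrorhamnose reductase gene *rfbD* of the LPS cluster fell in NFb50, with a log2 fold change of −1.62 (standard error 0.19, adjusted p = 6.92e-06). Other genes of the cluster, *galT* (*Hsero_4219*) and *gumH* (*Hsero_4213*), had log2 fold changes of −1.61 (standard error 0.17, adjusted p = 2.46e-06) and −1.85 (standard error 0.17, adjusted p = 6.96e-07). Over the genome, 40 LPS and polysaccharide genes, 8 of them in the cluster, moved both ways. In NFb50 9 were higher, 13 were lower and 18 did not pass the test (9 higher and 14 lower when adjusted over the list alone), and the set was not called (camera, adjusted p = 0.122).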

Figure 5 shows that epiphytic cell population in the maize root surface was higher in PM5 in respect to PM50, in agreement with data obtained in abiotic adhesion assays. Endophytic population after 5 days of inoculation was approximately 1.5 orders of magnitude higher in cells grown in PM5 when compared to those grown in PM50. It should be noted that the number of planktonic cells was significantly lower in the PM5 medium than that in the PM50 (10^8^ and 10^10^ UFC ml^–1^, respectively), suggesting that the microorganism prefers a sessile lifestyle when grown in the sufficient Pi condition. Taken together, in the sufficient Pi condition (5 mM Pi), *H. seropedicae* cells activate the molecular machinery necessary to improve bacterial adherence to surfaces and root colonization. This is an interesting finding and represents an important outcome to consider in plant–bacteria interaction assays.

**FIGURE 5:**
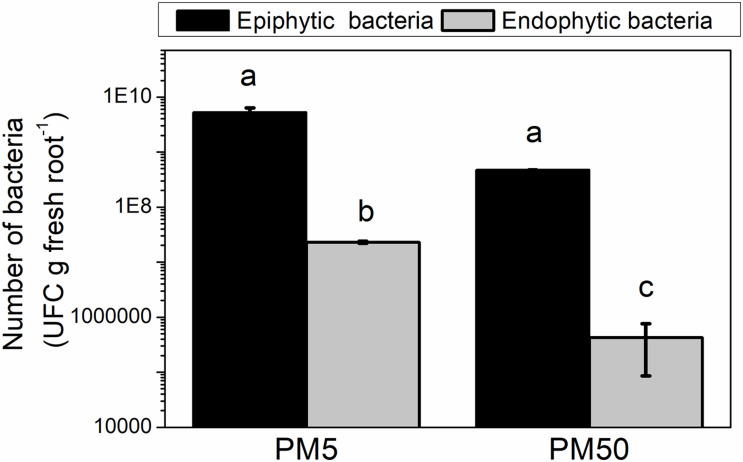
*H. seropedicae* colonization of maize seedlings in the high and sufficient Pi conditions. *H. seropedicae* SmR1 cells were grown in NFb50 medium for 24 h, washed, and inoculated on maize plantlets in PM5 or PM50 (10 replicates per condition). The number of epiphytic and endophytic bacteria was determined after 5 days of infection as mentioned in Materials and Methods. Results represent the mean ± SD of three independent experiments. Different letters indicate significant differences between conditions according to Tukey’s test with a *p* < 0.05.

### Polyhydroxybutyrate Metabolism

Polyhydroxyalkanoates (PHAs) are a group of carbon and energy storage compounds accumulated by many bacteria to increase survival and stress tolerance in changing environments. Among PHAs, polyhydroxybutyrate (PHB) is a biodegradable polymer used as a possible substitute for petroleum-based plastics (Suriyamongkol et al., 2007; Li et al., 2016). It is well known that polyP form complexes with PHB, generating ion channels in lipid bilayers with high selectivity for cations (Lundgren et al., 1965; Reusch et al., 1995; Das et al., 1997; Pavlov et al., 2005b; Yilmaz and Beyatli, 2005; Zakharian and Reusch, 2007; Reusch, 2012). It has been reported that *phbABC* and *phaC1* genes are responsible for PHB synthesis in *H. seropedicae* SmR1 (Catalan et al., 2007; Kadowaki et al., 2011; Tirapelle et al., 2013). 

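Genes for the first steps of PHB synthesis rose in NFb50. Of 11 PHB metabolism genes 6 were higher, none was lower and 5 did not pass the test (6 higher and none lower when adjusted over the list alone). The acetyl-CoA acyltransferase gene *phbA* (*Hsero_0256*), from 266442 to 267638 (forward strand), went from 118 ± 11.2 (SD, n = 3) to 289.7 ± 29.1 (SD, n = 3) CPM, a log2 fold change of 1.30 (standard error 0.16, adjusted p = 1.03e-05). The second thiolase gene, *phbA2* (*Hsero_0239*), from 244668 to 245843 (forward strand), went from 534 ± 45.8 (SD, n = 3) to 967 ± 58.3 (SD, n = 3) CPM (log2 fold change 0.86, standard error 0.18, adjusted p = 0.00154). The acetoacetyl-CoA reductase gene *phbB* (*Hsero_2998*) went from 183 ± 25.1 (SD, n = 3) to 272 ± 16.2 (SD, n = 3) CPM (log2 fold change 0.57, standard error 0.16, adjusted p = 0.00969). Its call was lost without library 4MP (adjusted p = 0.0748). The list was higher as a set (mean log2 fold change 0.49, camera, adjusted p = 0.0293, and adjusted p = 0.328 with an estimated correlation), a call that was lost with a loess offset on coding length (adjusted p = 0.0706, range 0.0216 to 0.0707 over the alternatives).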

Here, RNA-seq data related to PHB biosynthesis show that *phbA2* and *phbA* genes, encoding two acetyl-CoA acyl transferases, and *phbB* gene, encoding a NADPH-dependent acetoacetyl-CoA reductase, were upregulated in cells grown in NFb50 medium [1.84 (*p*-value 0.0003), 2.5, and 1.51 (*p*-value 0.01), respectively] (Supplementary Table 1). In addition, *phaC1* and *phaC2*, encoding putative PHB synthases, were increased 1.86-fold (*p*-value 0.0001) and 2.18-fold, respectively. 

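Both genes annotated as *phaC*, a PHB synthase that joins hydroxybutyryl-CoA units into the polymer, rose in NFb50. *phaC_1* (*Hsero_0265*) went from 73.4 ± 3.59 (SD, n = 3) to 134 ± 19.5 (SD, n = 3) CPM, a log2 fold change of 0.87 (standard error 0.16, adjusted p = 0.000542). *phaC_2* (*Hsero_2625*) went from 49.9 ± 8.84 (SD, n = 3) to 109 ± 7.21 (SD, n = 3) CPM, a log2 fold change of 1.12 (standard error 0.17, adjusted p = 9.53e-05). The genes annotated as *phbC*, *phbC_1* and *phbC_2*, looked up after these, had log2 fold changes of −0.03 and −0.20 and did not pass the test (adjusted p = 0.899 and 0.322).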

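In the coordinates of the table, the PHB synthase gene next to *pta* and *ackA* is *phaC_1* (*Hsero_0265*). The 3 genes lie on the forward strand, *pta* (*Hsero_0263*) from 276107 to 277066, *ackA* (*Hsero_0264*) from 277063 to 278256 and *phaC_1* from 278253 to 279383. *phaC_2* (*Hsero_2625*) lies from 2994001 to 2996499 (reverse strand), beside *phnX* (*Hsero_2624*).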

The *phaC2* is located in the operon with the *pta-ackA* genes, involved in AcP synthesis (Pedrosa et al., 2011). In cyanobacteria, AcP seems to play a role controlling PHA synthase (Sundaramoorthy et al., 2013). 

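The phosphotransacetylase gene *pta* and both PHB synthase genes, *phaC_1* and *phaC_2*, rose in NFb50, and in each of the 3 genes the NFb5 and NFb50 libraries did not overlap, which chance gives in 10% of genes. The row of *ackA* holds the counts of the ribosomal protein gene *rplM* and adds no measurement. Neighbours of *phaC_2*, looked up for their place, did not pass the test, with −0.09 (standard error 0.33, adjusted p = 0.856) for *phnX* and 0.24 (standard error 0.21, adjusted p = 0.388) for *Hsero_2626*. No correlation was computed, since the 6 libraries fall into separate groups by medium.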

In the studied conditions, the co-expression of the *pta-ackA* with *phaC2* genes suggests the participation of AcP in PHB metabolism in *H. seropedicae*.

To analyze the physiological response to the aforementioned genes’ differential expression, PHB levels were measured through time during *H. seropedicae* SmR1 growth in NFb5 and NFb50 (Figure 6). In both media, PHB levels were increased up to 12 h, and thereafter decreased. It should be noted that the highest values of PHB were reached in NFb50, in agreement with the RNA-seq data. In *Azospirillum brasilense*, accumulation of PHA has been related to chemotaxis, motility, and cell multiplication, becoming a more efficient inoculant (Kadouri et al., 2005; Fibach-Paldi et al., 2012). In fact, it has been described that PHB increased plant growth promotion in *H. seropedicae* and *A. brasilense* (Kadouri et al., 2003; Alves et al., 2019). However, previous studies with *H. seropedicae* SmR1 and *A. brasilense* Sp7 found no significant differences in epiphytic or endophytic root colonization, when inoculated with wild-type strains or their PHB-deficient mutants (Kadouri et al., 2003; Balsanelli et al., 2016; Alves et al., 2019). Even though a higher PHB peak was observed in NFb50 cells at 12 h, the synthesis and degradation profiles of the polymer were similar in both conditions. Further studies would be necessary to shed light on the possible relationship between PHB and the observed differential phenotypes. Moreover, the possibility of increasing polymer production in a given time and condition would represent a satisfactory approach for the production of environmentally friendly plastics.

**FIGURE 6:**
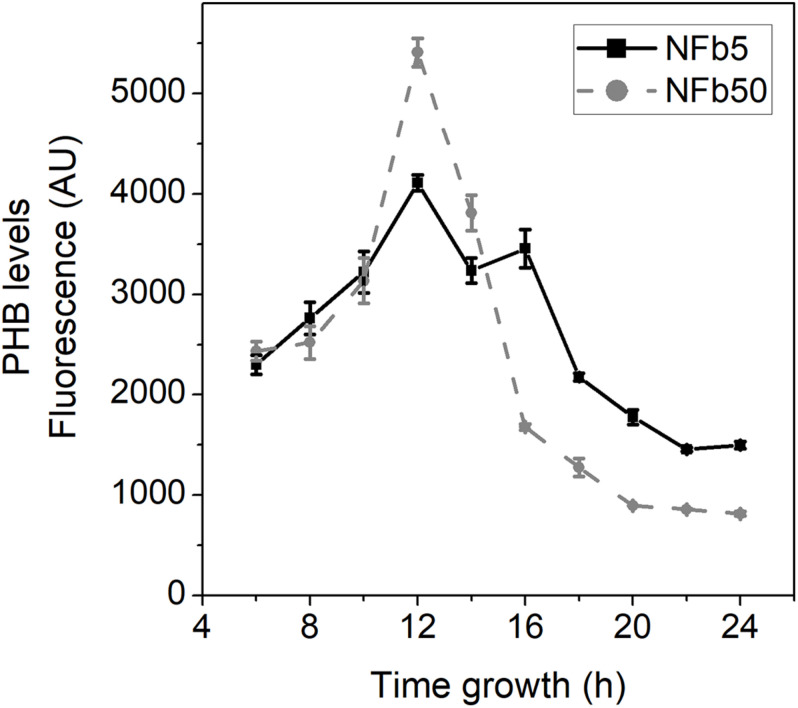
PHB levels in SmR1 cells grown in NFb50 and NFb5 condition. PHB measurements by flow cytometry in Δ*phaC1* and SmR1 strains cultivated in NFb5 and NFb50 media. At the indicated times, culture aliquots were extracted, stained with Nile Red, and analyzed by flow cytometry as mentioned in the Materials and Methods section. Data are expressed as arbitrary units (AU) of fluorescence. Results represent the mean ± SD of three independent experiments with a *p* < 0.05.

### Other Traits Affected by Pi

Nitrogen metabolism and its regulation have been extensively studied in *H. seropedicae* SmR1 (Chubatsu et al., 2012). Nitrogen assimilation in this bacterium is regulated by the NTR system, which is responsible for activating transcription of genes involved in alternative nitrogen sources in nitrogen-depleted conditions (Persuhn et al., 2000; Wassem et al., 2002; Schwab et al., 2007; Chubatsu et al., 2012). 

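The genes of the NtrB-NtrC pair, glutamine synthetase and an ammonium transporter rose in NFb50. Of 12 nitrogen regulation genes 6 were higher, 1 was lower and 5 did not pass the test (6 higher and 1 lower when adjusted over the list alone). *ntrC* (*Hsero_3125*), the response regulator gene, from 3582917 to 3584419 (reverse strand), went from 28.8 ± 4.71 (SD, n = 3) to 77.5 ± 3.59 (SD, n = 3) CPM, a log2 fold change of 1.42 (standard error 0.18, adjusted p = 1.35e-05). The sensor kinase gene *ntrB* (*Hsero_3126*) and the glutamine synthetase gene *glnA* (*Hsero_3127*), which lie beside it on the same strand, had log2 fold changes of 0.96 (standard error 0.20, adjusted p = 0.00144) and 0.61 (standard error 0.16, adjusted p = 0.00676). The ammonium transporter gene *amtB* (*Hsero_0085*) rose by 1.14 on the log2 scale (adjusted p = 9.79e-05) and *glnK* (*Hsero_0084*), which encodes a PII-like signalling protein, by 0.62 (adjusted p = 0.0279). The call of *glnK* was lost with the DESeq2 test (adjusted p = 0.0537) and with each of the 6 libraries left out in turn. The lower gene was *ntrY* (*Hsero_0070*), a sensor kinase gene (log2 fold change −0.56, standard error 0.17, adjusted p = 0.0139), named after its value was seen. The list was higher as a set (mean log2 fold change 0.54, camera, adjusted p = 0.0293, and adjusted p = 0.216 with an estimated correlation). This call was lost with a loess offset on coding length (adjusted p = 0.0706) and without library 5MP (adjusted p = 0.0647), in a range of 0.0201 to 0.0707 over the alternatives.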

Supplementary Table 1 shows that *H. seropedicae* cells grown in NFb50 medium induced some of the NTR system genes such as *ntrC* (2.63), *ntrB* [1.99 (*p*-value 0.0006)], and *glnA* [1.63 (*p*-value 0.01)] and the operon *amtBglnK* [2.24 and 1.54 (*p*-value 0.006)]. Also, the gene involved in ammonium uptake *amtH* (4.60) was induced. 

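The second ammonium transporter gene, *amtH* (*Hsero_0579*), from 636495 to 637700 (reverse strand), went from 6.64 ± 0.525 (SD, n = 3) to 30.7 ± 2.73 (SD, n = 3) CPM, a log2 fold change of 2.21 (standard error 0.26, adjusted p = 5.57e-06). All 3 NFb50 libraries lay above all 3 NFb5 libraries. Its increase was the largest among the nitrogen regulation genes.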

Considering that, in the present work, cells were grown in sufficient nitrogen conditions, differential expression of these genes could be in response to unknown mechanisms that may be related to functions other than nitrogen/nitrate metabolism in the high Pi condition. For instance, it has been reported that an increase in AcP could activate NtrC, inducing Ntr regulon in several bacteria (Feng et al., 1992; Verhamme et al., 2002), since, in certain conditions, this molecule is sufficient for direct phosphorylation of two-component response regulators (Kim et al., 1996; Klein et al., 2007).

ATP-binding cassette (ABC) transporters catalyze the translocation of various substrates across the bacterial membrane. They enable the uptake of nutrients and important molecules and facilitate the extrusion of toxins (Dawson and Locher, 2006). 

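More ABC transporter genes rose than fell in NFb50. Of 261 genes annotated as part of an ABC transport system, 56 were higher, 30 were lower and 175 did not pass the test (51 higher and 28 lower when adjusted over the list alone). At the study's thresholds 32 were higher and 21 lower. The set was not called (camera, adjusted p = 0.105). A sugar-binding protein gene, *Hsero_4024*, from 4614091 to 4615200 (reverse strand), went from 15.3 ± 2.56 (SD, n = 3) to 54.4 ± 11.7 (SD, n = 3) CPM, a log2 fold change of 1.84 (standard error 0.23, adjusted p = 9.72e-06).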

The RNA-seq analysis showed a significant regulation of ABC-transporter genes (42 DEGs) in response to Pi concentration, with 16 being downregulated and 26 being upregulated in NFb50 medium (Supplementary Table 1). 

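An iron transporter gene and a sugar transporter gene were among the ABC transporter genes with large decreases in NFb50. *afuA* (*Hsero_4534*), which encodes the periplasmic protein of an Fe3+ transport system, lies from 5194254 to 5195360 (reverse strand) and went from 14.4 ± 4.87 (SD, n = 3) to 2.71 ± 0.944 (SD, n = 3) CPM, a log2 fold change of −2.43 (standard error 0.41, adjusted p = 0.000197). The permease gene beside it, *thiP* (*Hsero_4533*), fell by 1.58 on the log2 scale (adjusted p = 0.00068). The glycerol-3-phosphate transporter gene *ugpB_2* (*Hsero_3795*) fell by 1.10 (adjusted p = 0.00168) and the sulfate/molybdate transporter gene *modC1* (*Hsero_2115*) fell by 1.26 (adjusted p = 0.0143). Of the genes for sugar transport, *Hsero_1017*, an ATPase gene, fell by 2.01 (adjusted p = 5.97e-05). The genes *thiP*, *ugpB_2*, *modC1* and *Hsero_1017* were picked after their values were seen. Of 37 iron uptake genes 2 were higher, 10 were lower and 25 did not pass the test (2 higher and 10 lower when adjusted over the list alone; camera, adjusted p = 0.103, range 0.0412 to 0.237 over the alternatives). The iron list was called lower with library size scaling only and without library 10MP. Among the iron genes, the regulator gene *fur_1* (*Hsero_0608*) and the ferrous iron transporter gene *feoB* (*Hsero_0051*) had log2 fold changes of −1.53 (standard error 0.18, adjusted p = 7.81e-06) and −1.33 (standard error 0.19, adjusted p = 4.15e-05), and the siderophore receptor gene *fbpC* (*Hsero_0986*) one of 1.01 (standard error 0.22, adjusted p = 0.00189).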

Among the downregulated genes, the most relevant were those involved in carbohydrate and ion transport (i.e., glycerol-3-phosphate, Fe^3+^, and sulfate/molybdate transporters). On the other hand, among the upregulated ABC transporters genes, the operon *tauABC*, responsible for taurine (aliphatic organosulfonate) transport inside the cell for further degradation into alanine, was significantly induced (fold change 4.5–10). 

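The 4 genes of this operon lie in a row on the reverse strand, from 3884659 to 3888654, and all rose in NFb50. *tauA_5* (*Hsero_3389*), for the periplasmic binding protein, went from 4.62 ± 1.45 (SD, n = 3) to 47.2 ± 3.16 (SD, n = 3) CPM, a log2 fold change of 3.38 (standard error 0.26, adjusted p = 9.1e-08). The second binding protein gene, *tauA_6* (*Hsero_3390*), had a log2 fold change of 2.68 (standard error 0.28, adjusted p = 1.84e-06). *tauB_6* (*Hsero_3388*), for the ATPase, and *tauC_6* (*Hsero_3387*), for the permease, had log2 fold changes of 2.94 (standard error 0.45, adjusted p = 8.41e-05) and 2.23 (standard error 0.39, adjusted p = 0.000296) at less than 20 CPM in NFb50. Taurine dioxygenase, which releases sulfite from taurine, is encoded elsewhere: *tauD* (*Hsero_4657*) fell from 67.8 ± 6.01 (SD, n = 3) to 21.7 ± 3.12 (SD, n = 3) CPM (log2 fold change −1.66, standard error 0.19, adjusted p = 4.46e-06). Over 28 sulfur and taurine genes 7 were higher, 5 were lower and 16 did not pass the test (7 higher and 6 lower when adjusted over the list alone; camera, adjusted p = 0.341).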

The importance of this sulfonate transport system has been described for several bacterial species, such as *S.* Typhimurium (Turnbull and Surette, 2010), *P. aeruginosa* (Hummerjohann et al., 1998), *Bacillus subtilis* (Grundy and Henkin, 1998), and *Acidithiobacillus ferrooxidans* (Valdés et al., 2003). In addition, sulfated metabolites have been implicated in the interactions between bacteria and their eukaryotic hosts, including species of the plant symbiont genus Rhizobium (Cronan and Keating, 2002), *Mycobacterium tuberculosis* (Mougous et al., 2002), and *Xanthomonas oryzae* (Da Silva et al., 2004). 

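Genes for amino acid uptake and for polyamine uptake moved both ways in NFb50. *livK_5* (*Hsero_3465*), from 3980128 to 3981270 (forward strand), went from 155 ± 9.28 (SD, n = 3) to 445 ± 21.3 (SD, n = 3) CPM, a log2 fold change of 1.52 (standard error 0.16, adjusted p = 2.07e-06). *livK_3* (*Hsero_1662*) and *livH_4* (*Hsero_1663*), which lie side by side, had log2 fold changes of 1.33 (standard error 0.16, adjusted p = 9.73e-06) and 1.61 (standard error 0.27, adjusted p = 0.000229), and *livK_1* (*Hsero_0174*) one of 0.92 (standard error 0.17, adjusted p = 0.000562). *hisJ_1* (*Hsero_3520*), an amino acid binding protein gene, had a log2 fold change of 2.06 (standard error 0.37, adjusted p = 0.000391) and *Hsero_4792*, an amino acid permease gene, a log2 fold change of 0.95 (standard error 0.16, adjusted p = 0.000199). *livF_1* (*Hsero_0180*), with a log2 fold change of 1.20 (standard error 0.41, adjusted p = 0.0273), was no longer called without library 5MP, 10MP or 12MP. Of 81 genes of amino acid uptake 19 were higher, 8 were lower and 54 did not pass the test (16 higher and 8 lower when adjusted over the list alone; camera, adjusted p = 0.338). Of the polyamine genes, *potD* (*Hsero_1080*) and *potA_2* (*Hsero_1081*), which are neighbours, rose, with log2 fold changes of 2.27 (standard error 0.35, adjusted p = 0.000103) and 1.38 (standard error 0.23, adjusted p = 0.000202). The permease gene *potC_1* (*Hsero_0600*) had 0.40 (standard error 0.37, adjusted p = 0.419), and the genes *Hsero_1078* and *Hsero_1079* were not analysed here. *potA_4* (*Hsero_4532*) and *potA_3* (*Hsero_3313*), ATPase genes elsewhere on the genome, fell by 2.66 and 1.33 on the log2 scale (adjusted p = 0.000214 and 0.000715). The polyamine list of 6 genes held 2 higher and 3 lower, the same counts when adjusted over the list alone (camera, adjusted p = 0.958).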

Several DEGs predicted for amino acid transport and metabolism were upregulated in NFb50 medium (*livH_4*, *livK_5*, *livK_3*, *livF_1*, *Hsero_4792*, *livK_1*, and *hisJ_1*), together with the ABC transport genes for putrescine (*potCHDA*, *Hsero_1078-1079-1080-1081*, and *Hsero_0600*). Putrescine or 1,4-diaminobutane is a biogenic polyamine present in nearly all living cells and is involved in bacterial response to osmotic stress (Miller and Wood, 1996). The rapid bacterial adaptation to the osmolarity would facilitate the colonization of the rhizosphere (Miller and Wood, 1996). Also, the amount of this compound in plant cells increases in some stress situations (Flores and Galston, 1982). Therefore, putrescine transporters could also be involved in the bacterial protection from the putrescine produced by the colonized plant. Interestingly, three multidrug ABC transporter genes (*mdlB*, *Hsero_4073*, and *Hsero_3566*) were also upregulated by 1.60 (*p-value* 0.03), 1.57 (*p-value* 0.008), and 1.58 (*p-value* 0.03), respectively. 

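The 3 multidrug transporter genes rose by less than 2-fold in NFb50. *mdlB* (*Hsero_2173*), from 2446051 to 2448327 (forward strand), went from 52.5 ± 5.25 (SD, n = 3) to 84.9 ± 6.33 (SD, n = 3) CPM, a log2 fold change of 0.69 (standard error 0.17, adjusted p = 0.00359). *Hsero_4073* had a log2 fold change of 0.66 (standard error 0.18, adjusted p = 0.00894) and *Hsero_3566* a log2 fold change of 0.63 (standard error 0.19, adjusted p = 0.014). The call of *Hsero_3566* was lost with a loess offset on coding length (adjusted p = 0.0762) and without library 4MP, 11MP or 12MP.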

Multidrug transporters mediate the extrusion of structurally unrelated drugs from prokaryotic and eukaryotic cells (Blackmore et al., 2001). Upregulation of these transporters would be important to *H. seropedicae* defense against different compounds present in the rhizosphere. According to the observed robust response of ABC transporter systems, it can be suggested that Pi is an important signal regulating bacterial transport processes in response to environmental conditions.

Central metabolism requires a fine regulation to ensure optimal use of carbon sources and proper allocation of resources to the metabolic pathways (Neidhardt et al., 1990; Heinrich and Schuster, 1998; Karp et al., 2007). It has been reported that polyP acts as a buffer for free Pi level (Kornberg et al., 1999). Since Pi buffering is essential for general metabolism, the synthesis or degradation of the polymer has been associated with the regulation of primary metabolism and general fitness in prokaryotic and eukaryotic cells (Freimoser et al., 2006; Schurig-Briccio et al., 2008, 2009a,b; Varela et al., 2010; Livermore et al., 2016). Within carbon metabolism, the tricarboxylic acid (TCA) cycle is an amphibolic pathway involved in energy production and precursor biosynthesis in aerobic organisms (Sauer and Eikmanns, 2005). Through its anabolic function, the TCA cycle produces 2-oxoglutarate and oxaloacetate as precursors of the glutamate family (glutamate, glutamine, arginine, and proline) and the aspartate family (aspartate and asparagine) of amino acids, respectively (Bott, 2007). Before it enters the TCA cycle, acetyl-CoA is generated by the pyruvate dehydrogenase complex (PDC) (Patel and Roche, 1990). Here, genes encoding for the pyruvate dehydrogenase components (*aceE1*, *lpdA*_1, *lpdA_2*, and *aceF*) were upregulated in NFb50 growing cells [6.69, 2.55, 2.00, and 1.56 (*p*-value 0.004), respectively]. In addition, most of the genes encoding for TCA cycle enzymes were upregulated in the high Pi condition, such as *prpC* (11.01), *acnA_1* [1.46 (*p*-value 0.02)], *acnA_2* [1.66 (*p*-value 0.003)], *icd_2* (2.57), *sucB* [1.68 (*p*-value 0.001)], *lpdA_1* (2.55), *lpdA_2* (2.00), *sucD* [1.77 (*p*-value 0.001)], *fumA* (2.09), *and mqo* (4.59). 

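Of 5 pyruvate dehydrogenase genes 4 rose in NFb50, none fell and 1 did not pass the test (4 higher and none lower when adjusted over the list alone). The E1 component gene *aceE1* (*Hsero_3978*), from 4562213 to 4564894 (reverse strand), went from 18.7 ± 6.07 (SD, n = 3) to 129 ± 29.2 (SD, n = 3) CPM, a log2 fold change of 2.74 (standard error 0.24, adjusted p = 3.35e-07). The other E1 gene, *aceE* (*Hsero_1453*), beside *aceF*, did not pass the test (log2 fold change 0.27, standard error 0.24, adjusted p = 0.392). The acetyltransferase gene *aceF* (*Hsero_1454*) rose by 0.64 on the log2 scale (adjusted p = 0.005). The dihydrolipoamide dehydrogenase genes *lpdA_1* (*Hsero_1455*) and *lpdA_2* (*Hsero_2967*), annotated as the E3 component of 2-oxoglutarate dehydrogenase, had log2 fold changes of 1.33 (standard error 0.18, adjusted p = 2.78e-05) and 0.99 (standard error 0.16, adjusted p = 0.000153). The genes were higher as a set, with a mean log2 fold change of 1.19 (camera, adjusted p = 0.000909, adjusted p = 0.156 with an estimated correlation).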

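Over the whole cycle, 11 of 20 TCA cycle genes rose in NFb50, 1 fell and 8 did not pass the test (12 higher and 1 lower when adjusted over the list alone). *prpC_2* (*Hsero_3119*), annotated as a methylcitrate synthase, rose from 6.96 ± 2.34 (SD, n = 3) to 74.1 ± 5.06 (SD, n = 3) CPM, a log2 fold change of 3.44 (standard error 0.23, adjusted p = 1.88e-08). *mqo* (*Hsero_4225*), for malate:quinone oxidoreductase, rose from 31.0 ± 6.41 (SD, n = 3) to 142 ± 48.7 (SD, n = 3) CPM, a log2 fold change of 2.20 (standard error 0.24, adjusted p = 2.79e-06). The isocitrate dehydrogenase gene *icd_2* (*Hsero_2515*), the fumarase gene *fumA* (*Hsero_1543*) and the succinyl-CoA synthetase gene *sucD* (*Hsero_0658*) had log2 fold changes of 1.38 (standard error 0.16, adjusted p = 6.06e-06), 1.05 (standard error 0.18, adjusted p = 0.000226) and 0.82 (standard error 0.19, adjusted p = 0.00235). *sucB* (*Hsero_2968*), a 2-oxoglutarate dehydrogenase gene, and the aconitase gene *acnA_2* (*Hsero_2979*) rose by 0.73 and 0.72 on the log2 scale. The other aconitase gene, *acnA_1* (*Hsero_2283*), had 0.52 (standard error 0.15, adjusted p = 0.0122), a call that was lost with a loess offset on coding length (adjusted p = 0.128) and without library 4MP. The citrate synthase gene *gltA* and the malate dehydrogenase gene *mdh*, looked up later, had log2 fold changes of 0.31 and −0.03 (adjusted p = 0.196 and 0.904), and the gene that fell was *sdhC*, for a subunit of succinate dehydrogenase (log2 fold change −1.58, standard error 0.30, adjusted p = 0.000556). The TCA genes were higher as a set (mean log2 fold change 0.70, camera, adjusted p = 9.19e-05, adjusted p = 0.156 with an estimated correlation).

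**Figure D5:**
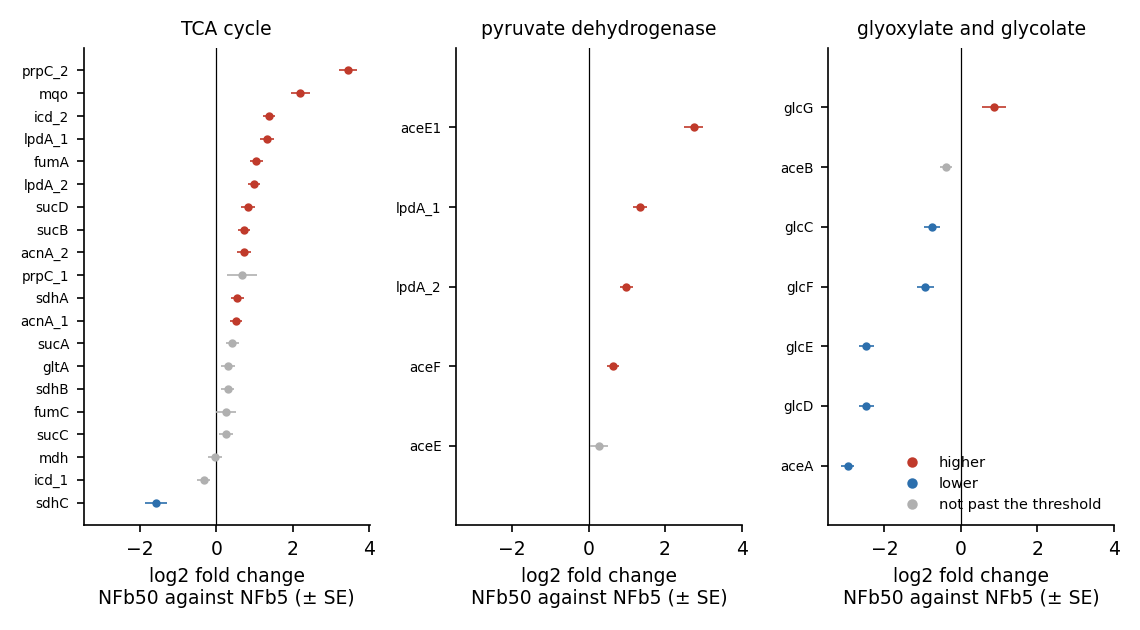
Log2 fold change of NFb50 against NFb5 (bars show the standard error) for each gene of the TCA cycle, pyruvate dehydrogenase, and glyoxylate and glycolate lists. Red points are higher and blue points lower past the adjusted threshold, and grey points did not pass it. The highest is *prpC_2* (3.44) and the lowest *aceA* (−2.96).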

No significant DEGs related to the oxidative phosphorylation pathway were found, suggesting that the upregulation of the TCA cycle genes in the high Pi condition would supply intermediates for biosynthetic pathways. 

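Genes of oxidative phosphorylation moved both ways, and none of their 3 lists was called as a set. Of 14 NADH dehydrogenase genes 1 was higher in NFb50, 3 were lower and 10 did not pass the test (the same counts when adjusted over the list alone; camera, adjusted p = 0.914). *nuoE* (*Hsero_1771*) fell from 225 ± 13.5 (SD, n = 3) to 130.2 ± 21.1 (SD, n = 3) CPM, a log2 fold change of −0.80 (standard error 0.16, adjusted p = 0.00108), *nuoK* (*Hsero_1777*) and *nuoA* (*Hsero_1767*) fell by 0.80 and 0.89 on the log2 scale, and *nuoD* (*Hsero_1770*) rose by 0.54. The call of *nuoA* was lost with a loess offset on coding length and without library 4MP, 11MP or 12MP. Of 18 terminal oxidase genes 5 were higher and 5 lower, also when adjusted over the list alone (camera, adjusted p = 0.914). *cydA* (*Hsero_3057*), for a quinol oxidase of the cytochrome *bd* type, rose from 125 ± 22.4 (SD, n = 3) to 392 ± 45.7 (SD, n = 3) CPM, a log2 fold change of 1.65 (standard error 0.18, adjusted p = 2.46e-06). *coxB_3* (*Hsero_4161*), for a cytochrome *c* oxidase subunit, fell from 574 ± 81.0 (SD, n = 3) to 185 ± 13.0 (SD, n = 3) CPM, a log2 fold change of −1.64 (standard error 0.17, adjusted p = 2.44e-06), and the heme O synthase gene *ctaB* (*Hsero_4152*) fell by 1.34. Of 9 ATP synthase genes 1 was higher and 2 were lower, again also over the list alone (camera, adjusted p = 0.958), with *atpF* (*Hsero_4366*) at 1.29 (standard error 0.24, adjusted p = 0.000475) and *atpH* (*Hsero_4365*) at −0.77 (standard error 0.20, adjusted p = 0.00604). At the study's thresholds 3 of these genes were higher (*cydA*, *fixI* and *atpF*) and 3 lower (*coxB_3*, *ctaB* and *coxA_2*, the last named after its value was seen).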

Actually, several genes related to amino acid metabolism were upregulated in the aforementioned condition. For instance, *ansB_1*, *argJ*, *argE, argH*, *Hsero_0061*, *Hsero_4778*, and *Hsero_4377* genes, involved in arginine and proline metabolism; *ansB_1*, *ansB_2, gltB, gltD*, and *goaG* genes, involved in alanine, aspartate and glutamate metabolism; *thrC* and *thrA* genes belonging to threonine metabolism; and *dadA*, *Hsero_0324, Hsero_1676, Hsero_1447, Hsero_0324, Hsero_1684, Hsero_2240*, and *Hsero_4778* from phenylalanine metabolism (see Supplementary Table 1). In particular, *Hsero_4778* gene, described to be essential for *in vitro* growth of *H. seropedicae* (Rosconi et al., 2016), encoded for an enzyme that catalyzes the interconversion of pyruvate and D-glutamate to D-alanine and 2-oxoglutarate, providing a carbon skeleton for the TCA cycle. Moreover, the TCA cycle shares common intermediates with the glyoxylate cycle, with both pathways being coordinately regulated. 

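Of 17 genes named for amino acid metabolism 16 rose in NFb50; the study chose them on these samples, so they are not independent evidence. *goaG* (*Hsero_1082*), a 4-aminobutyrate aminotransferase gene, from 1196209 to 1197489 (reverse strand), rose from 3.61 ± 1.02 (SD, n = 3) to 35.9 ± 4.69 (SD, n = 3) CPM, a log2 fold change of 3.22 (standard error 0.29, adjusted p = 4.48e-07). The asparaginase genes *ansB_2* (*Hsero_3932*) and *ansB_1* (*Hsero_1444*) had log2 fold changes of 1.33 (standard error 0.17, adjusted p = 1.25e-05) and 0.69 (standard error 0.16, adjusted p = 0.00327). The glutamate synthase genes *gltB* (*Hsero_3924*) and *gltD* (*Hsero_3923*) rose by 0.98 and 0.66 on the log2 scale, and the arginine genes *argE* (*Hsero_3212*), *argH* (*Hsero_2929*) and *argJ* (*Hsero_0349*) by 1.09, 1.03 and 0.98. In threonine synthesis, *thrC* (*Hsero_2096*) had 1.42 (standard error 0.18, adjusted p = 1.65e-05) and *thrA* (*Hsero_2094*) 1.00 (standard error 0.19, adjusted p = 0.000711). *Hsero_0061*, an ornithine cyclodeaminase gene, rose by 1.16, *Hsero_4778*, an aminotransferase gene, by 1.25 and *Hsero_1676*, annotated as a 4-hydroxyphenylpyruvate dioxygenase, by 1.59. Several loci are annotated as *dadA*, a D-amino acid dehydrogenase, and by position *Hsero_1447* (*dadA_6*), *Hsero_1684* (*dadA_7*) and *Hsero_2240* (*dadA_8*) were higher, *Hsero_1447* from 101 ± 12.4 (SD, n = 3) to 353 ± 66.5 (SD, n = 3) CPM (adjusted p = 1.45e-06) and the other two with log2 fold changes of 1.44 (standard error 0.18, adjusted p = 1.42e-05) and 1.24 (standard error 0.31, adjusted p = 0.00499). *Hsero_0324* (*dadA_2*) had 91.4 ± 3.46 (SD, n = 3) CPM in NFb5 and 90.1 ± 12.3 (SD, n = 3) in NFb50, a log2 fold change of −0.02 (standard error 0.16, adjusted p = 0.951). Locus tags of *dadA* rows in the deposited table are shifted by position, and the coordinates were used to assign them.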

The glyoxylate shunt is known to be upregulated when acetyl-CoA is a direct product of a metabolic pathway, for example, *via* degradation of acetate, fatty acids, and alkanes (Maloy and Nunn, 1982; Chung et al., 1993). Note that *glcD*, *glcE*, and *aceA* genes, coding for the specific enzymes of the glyoxylate cycle, were downregulated in the high Pi condition (−5.42, −5.39, and −7.60, respectively). 

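Most genes of the glyoxylate and glycolate list fell in NFb50. Of 7 genes of the list 5 were lower, 1 was higher and 1 did not pass the test (1 higher and 6 lower when adjusted over the list alone). The isocitrate lyase gene *aceA* (*Hsero_2114*), from 2379229 to 2380533 (forward strand), fell from 508 ± 48.2 (SD, n = 3) to 65.2 ± 4.74 (SD, n = 3) CPM, a log2 fold change of −2.96 (standard error 0.17, adjusted p = 2.94e-09). The glycolate oxidase genes *glcD* (*Hsero_3827*), *glcE* (*Hsero_3826*) and *glcF* (*Hsero_3825*) lie in a row on the reverse strand and had log2 fold changes of −2.47 (standard error 0.20, adjusted p = 1.3e-07), −2.47 (standard error 0.19, adjusted p = 9.05e-08) and −0.92 (standard error 0.22, adjusted p = 0.00334). *glcD* went from 197 ± 25.4 (SD, n = 3) to 35.5 ± 8.52 (SD, n = 3) CPM. The malate synthase gene *aceB* (*Hsero_3029*) did not pass the test (log2 fold change −0.37, standard error 0.16, adjusted p = 0.07), and *glcG* (*Hsero_1377*) was the gene that rose (log2 fold change 0.86, standard error 0.31, adjusted p = 0.0393); both were looked up after the values of the list were seen. The list was lower as a set (mean log2 fold change −1.30, camera, adjusted p = 1.71e-05, adjusted p = 0.156 with an estimated correlation).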

There is evidence suggesting that the glyoxylate shunt also plays an important role in pathogenesis and the response to oxidative stress in microorganisms (Ahn et al., 2016). Although it is not possible to predict metabolic fluxes from transcriptomic data, these results highlight the fact that environmental Pi is capable of modulating the expression of most of the genes from certain central metabolism pathways in *H. seropedicae.*

Many bacteria respond to oxidative stress by changing the expression of genes encoding enzymes that regulate the cellular concentration of superoxide and hydrogen peroxide, the formation of iron–sulfur clusters, and the reparation of oxidative damage to DNA (Imlay, 2008; Gray and Jakob, 2015). Here, different stress global regulators, such as *soxR* (-4.91), *norR* (-4.55), *acrR* (-3.10), *ompR* (-2.67), and *risA* (-2.06); two genes involved in the SOS response for DNA repair, *recX* (-2.61) and *umuD* (-2.21); and a gene encoding a superoxide dismutase protein, *sodB* (-1.98), were downregulated in NFb50 medium (Supplementary Table 1). Also, around 11 LysR-type transcriptional regulator (LTTR) genes were significantly downregulated in the same medium (*Hsero_3928, Hsero_4799, Hsero_3540, cysB, Hsero_2318, Hsero_4110, Hsero_0047, Hsero_4802, Hsero_4528, Hsero_3808*, and *Hsero_4346*). 

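The regulator genes *soxR* and *norR* had the largest decreases among these 8 genes, which the study chose on these samples. *soxR* (*Hsero_1607*) lies from 1833793 to 1834218 (reverse strand) and went from 59.9 ± 7.13 (SD, n = 3) to 11.8 ± 2.76 (SD, n = 3) CPM, a log2 fold change of −2.30 (standard error 0.22, adjusted p = 7.84e-07). *norR* (*Hsero_2507*) went from 28.8 ± 6.19 (SD, n = 3) to 6.16 ± 0.966 (SD, n = 3) CPM, a log2 fold change of −2.21 (standard error 0.28, adjusted p = 1.48e-05). *acrR_1* (*Hsero_0485*) and *risA* (*Hsero_2154*) had log2 fold changes of −1.66 (standard error 0.18, adjusted p = 3.31e-06) and −1.07 (standard error 0.16, adjusted p = 8.29e-05). For *ompR_3* (*Hsero_4536*) the row gives −1.43 (standard error 0.17, adjusted p = 8.9e-06), but it carries the same 6 counts as *Hsero_0032* and so gives no separate measurement. *recX* (*Hsero_0656*) and *umuD* (*Hsero_3470*) had −1.42 (standard error 0.24, adjusted p = 0.000197) and −1.16 (standard error 0.34, adjusted p = 0.0124), and the call of *umuD* was lost without library 6MP or 10MP. The iron superoxide dismutase gene *sodB* (*Hsero_1165*) had 54.3 ± 24.7 (SD, n = 3) CPM in NFb5 and 27.2 ± 2.57 (SD, n = 3) in NFb50 (log2 fold change −0.99, standard error 0.26, adjusted p = 0.00623).

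Among stress genes at large the directions were mixed. Of 14 oxidative stress genes 4 were higher in NFb50, 5 were lower and 5 did not pass the test (5 higher and 5 lower when adjusted over the list alone; camera, adjusted p = 0.724). The glutathione peroxidase gene *btuE* (*Hsero_3805*) rose by 1.18 on the log2 scale (adjusted p = 0.0093) and *dps* (*Hsero_0431*), for a DNA-binding ferritin-like protein, fell by 0.83 (adjusted p = 0.00538), the call of *btuE* being lost without library 4MP. Of 14 SOS and DNA repair genes 5 were higher and 2 were lower, the same when adjusted over the list alone, with *uvrC_1* (*Hsero_1942*) at 1.14 (standard error 0.19, adjusted p = 0.000199) and *recA* (*Hsero_0655*) at 0.61 (standard error 0.17, adjusted p = 0.00981), which was no longer called without library 11MP. The SOS set was not called (camera, upward, adjusted p = 0.914), while its mean and median log2 fold changes were −0.07 and −0.30.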

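All 11 of these genes fell in NFb50, and among all LysR regulators more fell than rose. Of 77 LysR genes 4 were higher, 17 were lower and 56 did not pass the test (4 higher and 17 lower when adjusted over the list alone). The largest decrease was in *Hsero_3928*, from 4498510 to 4499421 (forward strand), which fell from 13.9 ± 1.61 (SD, n = 3) to 2.20 ± 0.916 (SD, n = 3) CPM, a log2 fold change of −2.59 (standard error 0.38, adjusted p = 5.99e-05). *Hsero_4799* and *Hsero_3540* had log2 fold changes of −2.06 (standard error 0.27, adjusted p = 1.71e-05) and −1.69 (standard error 0.27, adjusted p = 0.000118). *cysB_2* (*Hsero_3097*), annotated as the regulator of the cysteine regulon, went from 103 ± 13.8 (SD, n = 3) to 32.9 ± 0.833 (SD, n = 3) CPM (log2 fold change −1.65, standard error 0.17, adjusted p = 2.11e-06). The smallest decreases of the 11 were in *Hsero_4528* and *Hsero_4346*, which fell by 1.12 and 1.07 on the log2 scale, and *Hsero_4346* lost its call without library 10MP. The 11 were chosen by the study on these samples and are not independent evidence. The LysR list was lower as a set (mean log2 fold change −0.38, camera, adjusted p = 0.0492, adjusted p = 0.194 with an estimated correlation), close to the threshold. The call was lost under 9 alternatives that add no block, among them the DESeq2 test and a loess offset on coding length. Leaving out library 4MP, 6MP, 11MP or 12MP was also among these 9. The call was lost with a replicate block as well, and the adjusted p ranged from 0.0252 to 0.0708 over the alternatives.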

LTTRs are a well-characterized group of transcriptional regulators that control key adaptive phenotypes, such as virulence, biofilm formation, quorum sensing, motility, signaling, secondary metabolite production, and oxidative stress (Russell et al., 2004; Tropel and van der Meer, 2004; Heroven and Dersch, 2006; Maddocks and Oyston, 2008; O’Grady et al., 2011). In addition, genes encoding different bacterial chaperones, such as *ibpA*, *groES*, *htpX*, *Hsero_1726*, *Hsero_0435*, and *hfj*, were also significantly downregulated in NFb50 (Supplementary Table 1). 

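More chaperone and heat shock genes fell in NFb50 than rose, and members of the same families moved both ways. Of 22 chaperone and heat shock genes 9 were lower, 4 were higher and 9 did not pass the test (5 higher and 9 lower when adjusted over the list alone; camera, adjusted p = 0.0935, range 0.0186 to 0.155 over the alternatives). The list was called lower with the DESeq2 test and without library 5MP. The small heat shock protein gene *ibpA* (*Hsero_1824*), from 2060364 to 2060816 (forward strand), fell from 167 ± 27.9 (SD, n = 3) to 35.3 ± 8.18 (SD, n = 3) CPM, a log2 fold change of −2.25 (standard error 0.20, adjusted p = 3.82e-07). *Hsero_0435*, a DnaJ-class chaperone gene, and *Hsero_1726*, a redox-regulated chaperone gene, had log2 fold changes of −2.32 (standard error 0.19, adjusted p = 1.83e-07) and −1.16 (standard error 0.15, adjusted p = 1.71e-05). Of the GroES genes, *groES1* (*Hsero_0997*) fell from 328 ± 246 (SD, n = 3) to 96.7 ± 28.1 (SD, n = 3) CPM (log2 fold change −1.77, standard error 0.36, adjusted p = 0.00102), and *groES* (*Hsero_4440*) rose from 3.02 ± 2.14 (SD, n = 3) to 8.05 ± 3.45 (SD, n = 3) (log2 fold change 1.58, standard error 0.50, adjusted p = 0.0196). The call of *groES* was lost without library 4MP (adjusted p = 0.127) or 10MP (adjusted p = 0.131). The membrane protease genes *htpX_1* (*Hsero_1965*) and *htpX_2* (*Hsero_3280*) fell by 1.29 and 1.29 on the log2 scale, and *htpX_3* (*Hsero_3300*) rose by 0.66. The cold shock gene *cspD_1* (*Hsero_1397*) rose by 1.42 (adjusted p = 1.19e-05). The RNA chaperone gene *hfq*, a member of the list, fell by more than any other of its called genes. The gene *hfj* was not analysed here.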

Our results indicate that an important stress response is observed only in cells grown in NFb5 medium (low polyP condition), suggesting that cells sense and respond to the usual deprived state of the early stationary phase. It was widely reported that polyP protects bacteria from cellular stresses (Jahid et al., 2006; Rao et al., 2009; Nikel et al., 2013; Alcántara et al., 2014; Gray et al., 2014). PolyP can act directly by a protein-stabilizing chaperone activity and by interactions with redox-active metals, or indirectly controlling stress response pathways (Gray and Jakob, 2015). Previous reports from our laboratory indicate that high polyP levels in stationary phase improve bacterial fitness and resistance to different stresses (Schurig-Briccio et al., 2009a; Grillo-Puertas et al., 2014, 2018). Thus, the downregulation in the NFb50 condition of these stress-related components may be due to the chaperone capacity of the polyP that could provide the cytoplasmic protein quality to overcome a stress condition or due to the fact that cells grown in high Pi medium do not sense the typically early stationary phase-stress condition (Zhaoa and Drlica, 2014).

## Conclusion

The present study provides a comprehensive analysis of the *H. seropedicae* SmR1 transcriptome in Pi differential conditions. Figure 7 shows a general scheme of some of the molecular adaptations that occurred in cells grown in medium containing 50 mM Pi when compared to those grown in 5 mM Pi. 

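By gene group, among lists tested as sets, the largest shares of members called lower in NFb50 were in the LPS cluster, the glyoxylate and glycolate genes and the prophage genes, and lists with a high share called higher were pyruvate dehydrogenase, PHB metabolism, TCA cycle, flagellum, and peptidoglycan and division genes. Stress response lists held genes of both directions and were not called as sets, apart from the chaperone list under 2 alternatives. Of the 157 genes that the paper names, chosen by the study on these samples, 152 passed the adjusted threshold, among them the rows of *ackA*, *ompR_3*, *phoB_1* and *phoA*, which share counts with another gene. From the higher flagella and chemotaxis genes the paper proposes that high Pi would raise motility and chemotaxis. From the lower pili, LPS and capsule genes and the higher *phoB* it proposes that biofilm formation would be impaired. The paper also measured these traits. With high Pi it reports higher motility, higher taxis to most attractants, lower biofilm formation and fewer bacteria on and in maize roots. From the higher *pta* and *ackA* genes the paper proposes a possible role of acetyl phosphate in the activation of PhoB. It also reports higher alkaline phosphatase activity in NFb50 from 9 h. The paper takes the lower stress regulator and chaperone genes as a sign of a stress response in cells grown in NFb5, which it links to low polyP.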

Transcriptional analysis revealed that 670 genes were differentially expressed, with 57% repressed (i.e., adhesion and stress response) and 43% induced (i.e., Pi metabolism, bacterial flagella biosynthesis, chemotaxis, energy production processes, and PHB metabolism) in the high Pi condition. Based on transcriptomic and phenotypic data, *H. seropedicae* cells grown in high Pi medium seem to have a better general fitness, which could be an important feature to consider when the bacterium is used as plant inoculant. On the other hand, under sufficient Pi concentrations, cell adhesion and colonization capacity increased, leading to a higher root colonization. The present data shed light on the bacterial behavior in respect to changes in environmental Pi concentrations that could be useful for the development of strategies to benefit their biotechnological and agricultural potential.

**FIGURE 7:**
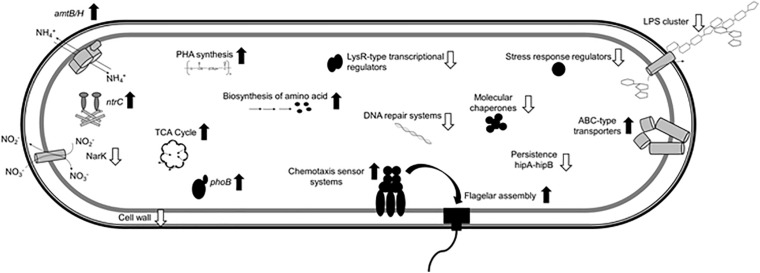
Molecular differences of *H. seropedicae* cells in the high Pi condition relative to the sufficient Pi condition. The scheme shows induced (black up arrows) and repressed (white down arrows) traits in *H. seropedicae* SmR1.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE168341.

## Author Contributions

MG-P, ES, and VAR conceived and designed research. MG-P, JMV, VP, MT-S, EH, and FT conducted experiments. LB-S contributed to DESeq analysis. RP contributed to general ideas and formulation of the research aims. MG-P, JV, and VAR analyzed the data. FP, ES, and VAR provided financial support. MG-P, JMV, VAR, and ES wrote the manuscript. All authors read, discussed, and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/geo/

# Supplementary material for: Transcriptional Responses of Herbaspirillum seropedicae to Environmental Phosphate Concentration
**Source:** Front Microbiol. 2021 Jun 10;12:666277. doi: 10.3389/fmicb.2021.666277
**Supplement:** Supplementary file 1

1.1 Supplementary Figure 1

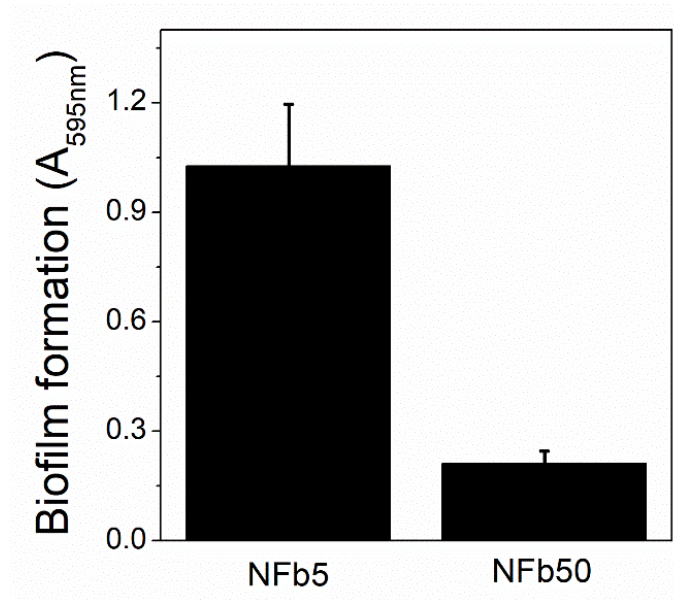

Supplementary Figure 1. *H. seropedicae* SmR1 cells were grown in static conditions during 48 h at 30°C in the indicated media. The biofilm amount was determined by the crystal violet assay as mentioned in Experimental procedures

How the deposited data were processed for this re-analysis (not part of the article)

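Transcripts of *H. seropedicae* SmR1 were measured by RNA-seq in 6 cultures, 3 grown in NFb5 medium and 3 in NFb50 medium, collected at 9 h. The authors depleted ribosomal RNA, sequenced on the Ion Torrent platform, and trimmed and mapped the reads with CLC Genomics Workbench. Their deposited table lists 3975 genes with their coordinates, whole read counts per library over the gene and 50 bp on each side, RPKM, and the results of their own comparisons. It was checked that the counts are whole numbers without scaling, that the coverage given equals reads times 80 divided by gene length in 3974 rows, and that RPKM follows from counts and length (to 0.01 on the log2 scale) in all but 4 rows. These 4 rows (*ackA*, *ompR_3*, *phoB_1* and *phoA*) hold counts of another gene. The authors' deposited table also gives mean RPKM and coverage per medium (a signal computed by the authors from the pooled reads of 3 libraries), and, as scores, the signed fold change of the EDGE test in CLC Genomics Workbench and the Wald statistic of DESeq2. The p-values and FDR values in it were computed by the authors with the EDGE test and with DESeq2, and its log2 fold changes with their standard errors were computed by the authors with DESeq2 on the counts. In 41 rows the locus tag belongs to another position, and genes were identified by their coordinates; 36 of these positions matched another locus tag and 5 did not. Replicate numbers were given to the libraries by the mapped reads in Table 2 of the paper, and the fit treated the libraries as independent, without a block.

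The counts were analysed with R version 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes with at least 10 counts in at least 3 libraries (3776 genes) were scaled by TMM and fitted with a negative binomial model with 1 term for the medium, and tested by the quasi-likelihood F-test. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. The study's thresholds, an unadjusted p of 0.05 and a fold change of 2, were also applied. Levels are counts scaled by TMM and library size (CPM), as mean and SD of 3 libraries. Squared Pearson correlations between libraries used log2(CPM + 1). A gene was counted as expressed at a coverage of at least 3, over the pooled reads of 3 libraries, in either medium. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

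Gene lists, 37 in all, were fixed from gene symbols and product names before the data were examined, but many of their members had been seen with values in Supplementary Table 1. Of these, 36 lists with enough genes were compared with all other genes by camera (preset correlation 0.01), again with an estimated correlation, and by fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes. The genes named are those the paper names in its results, tables and Figs 3A, 4A and 4B, the 10 largest increases and 10 largest decreases among called genes whose libraries did not overlap between the media, and the 2 to 4 members of each list with the smallest adjusted p. Genes outside this rule are said to have been picked or looked up after their values were seen.

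Read depth was 1801447 to 4199646 counts per library, and 509473 to 1039950 counts outside rRNA and tRNA genes. The precision of a gene's value depends on its own counts and on the spread between libraries. The procedure was tested on simulated data, 5 tables with the depth and dispersion of these libraries and 200 changed genes each. It recovered 16.6% of genes changed 1.5-fold, 61.8% of those changed 2-fold and 97.2% of those changed 4-fold, and 4.4% of its calls were false. A changed list, with all genes changed one way, was called in 5 of 5 tables and an unchanged list in 0 of 5. The simulated genes varied independently of each other, so this cannot test list calls where genes vary together. The 200 changed genes were also fewer than the 1461 genes called in the data.

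The alternatives were DESeq2 size factors, scaling by library size only, upper quartile scaling, the Wald test of DESeq2 1.42.0, the edgeR exact test, no filter on low counts, a filter on coverage, rRNA and tRNA genes left out, a loess offset on log coding length per library (span 0.5), a replicate block, a replicate block with that loess offset, and each library left out in turn. One more, the 4 rows that share counts with another gene left out, was added after the data were seen. RT-qPCR, polyP, growth and motility measurements were not analysed here.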

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

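The tests of other groupings of the libraries, of libraries prepared apart and of rows that share counts were chosen after their results were seen.

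Beyond the genes that the paper discusses, the genes with the largest changes carried varied annotations, and no test of a shared function was made. *Hsero_4647*, annotated as an omega-amino acid/pyruvate aminotransferase, and its neighbour *Hsero_4648*, a methylmalonate-semialdehyde dehydrogenase gene, had log2 fold changes of 4.33 (standard error 0.22, adjusted p = 1.72e-09) and 3.70 (standard error 0.21, adjusted p = 2.4e-09). *prpB* (*Hsero_3120*), next to the methylcitrate synthase gene *prpC_2*, had 3.28 (standard error 0.19, adjusted p = 2.43e-09), and the regulator gene *Hsero_4255* 3.11 (standard error 0.27, adjusted p = 3.66e-07). *pheA* (*Hsero_0433*), a chorismate mutase gene, is listed with 2.96 (standard error 0.59, adjusted p = 0.000866). It had 1, 1 and 3 reads in the NFb5 libraries and 13, 13 and 14 in the NFb50 libraries, so it passed the count filter only through NFb50. The row of *phoA* repeats its NFb5 counts. The RNA chaperone gene *hfq* (*Hsero_2948*) went from 369.6 ± 128 (SD, n = 3) to 41.8 ± 6.39 (SD, n = 3) CPM, a log2 fold change of −3.15 (standard error 0.24, adjusted p = 6.39e-08). *Hsero_3927* (log2 fold change −5.76, standard error 0.40, adjusted p = 2.8e-08) and *ygjT* (log2 fold change −3.78, standard error 0.21, adjusted p = 2.4e-09), annotated as a conserved hypothetical protein and a transport protein, lie side by side. The L-lactate dehydrogenase gene *lldD_2* had −3.73 (standard error 0.25, adjusted p = 1.88e-08), *Hsero_0585*, a dihydroxyacetophenone dioxygenase gene, −3.26 (standard error 0.51, adjusted p = 0.00011) and *tctC*, a tricarboxylic acid transport gene beside *afuA*, −3.13 (standard error 0.31, adjusted p = 1.45e-06). *Hsero_1610*, of unknown function, had −3.06 (standard error 0.17, adjusted p = 2.4e-09) and *Hsero_2904*, an XRE family regulator gene, −3.02 (standard error 0.20, adjusted p = 1.88e-08). These genes are given because they lie outside those the paper discusses and are among the 10 largest increases or decreases. The paper names a lower chaperone gene *hfj*, which was not analysed here, and whether it stands for *hfq* was left open.

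Gene lists that the paper does not discuss were also called by camera, each with a limit. Aminoacyl-tRNA synthetase genes were higher in NFb50, with a mean log2 fold change of 0.34, 11 higher and 3 lower of 24 (11 higher and 3 lower when adjusted over the list alone), *gltX_1* at 1.23 and *pheT* at −1.13 (adjusted p = 0.0293, range 0.0132 to 0.203 over the alternatives, adjusted p = 0.194 with an estimated correlation). Their call was lost with a loess offset on coding length (mean 0.19, adjusted p = 0.183). Peptidoglycan and division genes were higher, with a mean of 0.38, 18 higher and 2 lower of 33 (18 higher and 2 lower when adjusted over the list alone), *murA_2* at 1.18 and *ftsB* at −1.42 (adjusted p = 0.0106, and adjusted p = 0.262 with an estimated correlation). Prophage genes were lower, with a mean of −0.76, 1 higher and 10 lower of 16 (2 higher and 10 lower when adjusted over the list alone), *Hsero_0883* at −1.67 and *doc* at −1.59 (adjusted p = 0.00181, range 0.000186 to 0.0161 over the alternatives, and adjusted p = 0.244 with an estimated correlation). The prophage mean was −0.50 with no filter on low counts. The mean of the 38 tRNA genes, −0.91, rested on library 5MP, without which it was −0.013.

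The number of genes called between the media was 1461 by edgeR, and the 9 other groupings of the 6 libraries into 3 and 3 called 0 genes each, with 28 to 101 genes at an unadjusted p under 0.05. The real grouping was thus the 1 of 10 with a count this large, and 10 groupings are too few for a share under 0.05. Each of the 9 others mixes libraries of both media on both sides, so the difference between media counts there as spread within groups. Low counts follow from this, and they do not show how many genes would be called without a difference between groups.

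The log2 fold change rose with coding length across genes (Spearman's rho 0.188 over 3776 genes, which are not independent). Of the 1259 shortest genes 160 were higher in NFb50 and 324 lower, and of the 1256 longest 331 were higher and 193 lower. The added 50 bp as the whole cause are argued against by a rho of 0.119 among genes of at least 900 bp, and a length trend of the libraries as the whole source of the calls by the 90.1% of the genes called that were called in the same direction with a loess offset on coding length. Leaving out the 53 ribosomal protein genes gave a rho of 0.199, and on average these genes were not lower (mean log2 fold change 0.23). Both values argue against short and lower ribosomal protein genes as the cause of the trend. The trend per library lay at −0.152, −0.185 and −0.0863 in NFb5 and 0.141, 0.101 and 0.196 in NFb50, a gap of 0.188 between the media, so an effect of Pi and libraries prepared apart by medium cannot be told apart, since no label gives a preparation batch. No biological test of this trend was made, and an effect of Pi stays open.

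The rows of *ackA*, *ompR_3*, *phoB_1* and *phoA* hold counts of *rplM*, *Hsero_0032*, *phnA* and *pheA*, in whole for the first 3 and in part for *phoA*. For the first 3 rows, genes alike in counts by chance are argued against by 0 other pairs that share all 6 counts. This was counted among 3266 genes with a mean count of at least 20, where 3 other pairs shared 4 or more counts. The row of *phoA* shares only 3 counts with *pheA*, of 1, 1 and 3 reads, and is not covered. In 4 of the 4 rows the deposited RPKM fits the length of the other gene and not the row's own, so a candidate explanation is that the row carries the other gene's values. No biological explanation was tested.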

How the results depend on the processing

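Scaling by library size only, which counts the tRNA reads of library 5MP in full, called 198 genes in place of 1461 and 80 of the 255 named genes in place of 240; it moved the median log2 fold change of all genes from −0.02 to 0.32, and changes are relative to that shift. Under the other alternatives that keep all libraries and add no block, 1279 to 1511 genes were called, and 234 to 241 of the named genes (236 with the 4 rows that share counts left out). No called named gene changed direction under any alternative. Of the 240 called, 78 were called under each alternative in which they could be tested. The 78 include the rows of *ackA* and *phoA*, which were not tested with the 4 rows left out. At the study's thresholds 676 to 784 genes were called over all alternatives, against 726, and scaling by library size only gave 583 higher and 201 lower in place of 297 and 429. With 1 library left out, fewer libraries were tested, and the counts were 1153 to 1381 genes, 684 to 754 at the study's thresholds, and 223 to 232 named genes.

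Of the gene lists, 13 were called with the preset correlation, 8 with a loess offset on coding length, 0 with an estimated correlation and 21 by fry, which asks another question. With the estimated correlation 8 lists had an unadjusted p under 0.05. Under the remaining alternatives 11 to 15 lists were called, and 11 to 16 with 1 library left out. The loess offset ended the calls of chemotaxis, PHB metabolism, nitrogen regulation, aminoacyl-tRNA synthetase, LysR and tRNA genes, and the cause was not tested. The mean log2 fold change of the tRNA genes was −0.91 and lay between −1.28 and −0.013 with 1 library left out; it went to −0.013 without NFb5 library 5MP, where the camera direction reversed (adjusted p = 0.984, range 3.59e-06 to 0.984 over the alternatives), and this library has the largest tRNA share. The mean of type IV pili genes, −0.35, was −0.02, 0.02 and −0.12 without 4MP, 5MP and 6MP, and no value was called. In these fits *pilI*, the lowest gene of the list, had too few counts to be tested and was not in the mean. Scaling by library size only changed the sign of the mean in lists that were not called, among them LPS and polysaccharide genes (to 0.14), NADH dehydrogenase (to 0.21), oxidative stress (to 0.16) and polyamine uptake (to 0.22).

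The median squared correlation between replicate libraries was 0.942, 0.933 on the linear scale and 0.928 without rRNA and tRNA genes, and the cause of this move was not tested. Expressed genes numbered 3616 at a coverage of 3 in both media, 3975 at a coverage of 1 and 2862 at a coverage of 10, against 3972. The correlation of fold change with coding length lay between 0.174 and 0.228, and at 0.119 among genes of at least 900 bp. Depth limits short and weakly expressed genes, since 509473 to 1039950 reads per library lay outside rRNA and tRNA genes, with a median of 43 to 89 counts per gene.

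The counts of each library lay 0.087% to 0.232% below the mapped reads of 1 numbered replicate in Table 2 of the paper, which gives 4MP, 5MP and 6MP and also 10MP, 11MP and 12MP the numbers 1, 2 and 3. Deviations of same-numbered libraries from the mean of their medium correlated at −0.041, 0.083 and 0.047 across genes, and not every library correlated best with its own number, so the libraries share only a number. With a replicate block, 1425 genes were called, 718 at the study's thresholds, 240 named genes and 12 lists (LysR at an adjusted p of 0.0515), and no other call of a list or named gene changed. With the replicate block and a loess offset on coding length together, 1423 genes were called, 683 at the study's thresholds, 233 named genes and 8 lists. Alternatives for RPKM or group values alone did not apply, since the counts were available.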

Differences from the paper's values

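The paper's squared correlation between replicates is 0.98 for NFb5 and 0.99 for NFb50, and the medians here were 0.937 and 0.945 on the log2 scale. Of the alternatives set before the data were examined, neither the linear scale (0.940 and 0.925) nor leaving out rRNA and tRNA genes (0.929 and 0.926) reached the paper's values. A single pair, the NFb50 libraries 11MP and 12MP, reached 0.994 on the linear scale. The paper's numbers of uniquely mapped reads are 16 megareads for NFb5 and 12 megareads for NFb50, and the counts of the deposited table sum to 9.342 megareads and 6.649 megareads, with no alternative that changes them. The reads mapped per library in Table 2 of the paper, 2232484 to 4203286 for NFb5 and 1803945 to 2514583 for NFb50, lie near the sums here of 2228391 to 4199646 and 1801447 to 2509724.

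The paper places *phaC_2* in the operon with *pta* and *ackA*, and by coordinates the gene next to them is *phaC_1* (*Hsero_0265*, log2 fold change 0.87), while *phaC_2* (*Hsero_2625*, 1.12) lies elsewhere. The paper states that no genes of oxidative phosphorylation were differentially expressed. Of 41 genes of NADH dehydrogenase, terminal oxidases and ATP synthase 7 were higher and 10 lower at the adjusted threshold, and at the study's thresholds 3 were higher and 3 lower, among them *cydA* (log2 fold change 1.65), *atpF* (1.29), *coxB_3* (−1.64) and *ctaB* (−1.34). Among chaperone genes that the paper gives as lower, *groES1* (−1.77), *htpX_1* (−1.29) and *htpX_2* (−1.29) were lower here, while *groES* (1.58) and *htpX_3* (0.66) were higher. The paper lists *Hsero_0324* among higher amino acid genes and *Hsero_0600* among higher putrescine transport genes. By position these are *dadA_2*, with a log2 fold change of −0.02 (adjusted p = 0.951), and *potC_1*, with 0.40 (adjusted p = 0.419), and neither was called under any alternative. Table 3 of the paper prints the transcriptome fold change of *rfbD* without a sign, and its log2 fold change here was −1.62. In the paper, the COG classes of motility, trafficking and secretion hold the highest share of differentially expressed genes, followed by translation. Here, at the study's thresholds and over the genes tested, the share was 26.8% in energy production, 26.2% in inorganic ion transport, 19.6% in translation, 6.9% in cell motility alone, 10.8% in trafficking alone, 25.0% in both, and 28.7% in signal transduction with motility. These classes are those of the authors' table of all genes, and the classes in their lists of called genes equal them in 609 of 1330 and 304 of 670 rows.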

Other observations

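Ribosomal protein genes and genes of purine and pyrimidine synthesis had more members higher in NFb50 than lower without being called as sets, and genes of fatty acid synthesis went both ways. Of 53 ribosomal protein genes 14 were higher and 8 lower (14 higher and 8 lower when adjusted over the list alone). Their camera adjusted p was 0.0824, in a range of 0.000631 to 0.237 over the alternatives. *rpsU* had a log2 fold change of 1.87 (standard error 0.21, adjusted p = 3.25e-06), *rplU* 1.67 (standard error 0.19, adjusted p = 5.19e-06) and *rpsM* −1.39 (standard error 0.20, adjusted p = 5.55e-05). The list was called with library size scaling only, with a loess offset on coding length (with or without a replicate block) and without library 6MP or 10MP. Of 21 purine and pyrimidine genes 9 were higher and 2 lower (12 higher and 3 lower when adjusted over the list alone), with *purM* at 1.19 (standard error 0.17, adjusted p = 3.21e-05) and *purK* at −0.82 (standard error 0.18, adjusted p = 0.00168). The camera adjusted p of the list was 0.0606, in a range of 0.0334 to 0.143 over the alternatives that add no replicate block. This list was called without library 6MP or 10MP. Of 25 fatty acid synthesis genes 5 were higher and 4 lower, the same when adjusted over the list alone (camera, adjusted p = 0.731), with *accC_3* at 1.19 (standard error 0.24, adjusted p = 0.00105) and *fabH_2*, which lies in the LPS cluster, at −1.68 (standard error 0.16, adjusted p = 1.06e-06).

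Of 6 genes listed for type III secretion, the secretion ATPase gene *hrcN* was lower (log2 fold change −1.48, standard error 0.26, adjusted p = 0.000349) and *hrpA*, annotated as an RNA helicase, was higher (log2 fold change 0.58, standard error 0.16, adjusted p = 0.00894), a call that was lost with a loess offset on coding length; 2 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.853). The type VI secretion list held 1 gene with enough counts, *vgr_1* (log2 fold change 1.06, standard error 0.22, adjusted p = 0.00112), which was also higher when adjusted over the list alone.

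Genes outside every fixed list made up 1011 of the 1461 genes called.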
